# Using a female-specific isoform of *doublesex* to explore male-specific hearing in mosquitoes

**DOI:** 10.1016/j.isci.2025.113330

**Published:** 2025-08-28

**Authors:** Matthew P. Su, Marcos Georgiades, Marta Andrés, Jason Somers, Judit Bagi, YuMin M. Loh, Yifeng Y.J. Xu, Kyros Kyrou, Andrea Crisanti, Joerg T. Albert

**Keywords:** Developmental anatomy, Ecology, Molecular Genetics, Sensory neuroscience, Evolutionary Developmental Biology

## Abstract

Animal reproduction relies on elaborate divisions of labor, and multiple dimorphisms, between the sexes. Primary dimorphisms affect core reproductive elements; secondary dimorphisms affect indirect traits, including complex behaviors. Male disease-transmitting mosquitoes locate female mating partners acoustically before copulation (phonotaxis). Male ears—and hearing performance—have thus evolved to become substantially more complex, partly due to sex-specific expression of the gene *doublesex* (*dsx*). *dsx* links primary and secondary dimorphisms: spermatogenesis and ear morphogenesis share considerable molecular overlap; both depend on *dsx* expression patterns. Here, we combine functional-anatomical analyses of mosquito ears with transcriptomic profiling to dissect *dsx*-dependent hearing in the malaria mosquito *Anopheles gambiae*. Female *dsx* mutant ears are anatomically and functionally intersex, although they still completely lack some male-specific characteristics. By cross-linking our auditory findings to the genetic bases of spermatogenesis we advance the molecular understanding of sex-specific hearing mechanisms in insects, highlighting the special roles of ciliary factors.

## Highlights

• Deletion of sex-specific *doublesex* isoform alters hearing in female *Anopheles gambiae*
• Mutant female ears are partially masculinized but lack self-sustained oscillations (SSOs)
• Transcriptomic analyses link “auditory maleness” to ciliary function
• Comparing transcriptomes of ears and testes finds overlap in ciliary motility machineries

## Introduction

In insects, sexually dimorphic behaviors are supported by sex-specific anatomical structures. An exemplary demonstration is the highly sexually dimorphic hearing system of male mosquitoes, whose function underlies mating. Anatomically, the male mosquito ear is a complex structure, containing many thousands of neurons and multiple populations of auditory efferent fibers from the central nervous system.^1^^,^^2^ This male-specific complexity is required for successful copulation, as male mosquitoes detect and locate conspecific females within the crowded environment of (male-dominated) swarms.^3^ Male phonotactic attraction to female flight sounds is augmented via spectral matching between female wing beat frequencies (WBFs) and natural vibration frequencies of the male flagellar ear.^4^ Phonotaxis appears highly conserved across multiple mosquito species,^5^ although attempts at applying this knowledge for use in vector control have yet to be maximally exploited.^6^^,^^7^

In contrast to males, females from disease-transmitting mosquito species do not appear to demonstrate positive phonotaxis.^8^ Immunological and neuroanatomical assays have enabled the description of female auditory features, reporting an ∼50% reduction in the number of neurons and a more limited (or close to non-existent in some species) efferent network when compared with males.^1^^,^^9^ Despite this numerical reduction relative to males, the female mosquito ear still stands among the most complex insect hearing organs. Yet, female hearing-related behaviors have still to be elucidated, although numerous theories have been devised ranging from host seeking to mate selection.^5^^,^^8^^,^^10^ Furthermore, both sexes may utilize hearing for predator avoidance, indicating potential conservation of auditory processing,^11^ although it should be noted that selection pressures related to predator avoidance may be greater for females due to their broader activity patterns and resulting greater exposure.^12^ The precise molecular substrates responsible for the anatomical and behavioral differences between male and female ears remain unknown.

Beyond differences in auditory neuroanatomy and behavior, there are clear dimorphisms in hearing function between male and female ears.^9^ Male ears are tuned to higher frequency sounds than females at both mechanical and electrical levels.^10^ Males also show a unique hearing state, referred to as self-sustained oscillations (SSOs), in which the male flagellum—in the absence of any external stimulus—becomes an almost mono-frequent active oscillator with displacements orders of magnitude larger than in non-SSO states.^9^^,^^13^ SSOs have been hypothesized to play a crucial role in mosquito courtship by entraining to, and enhancing, the flight tone of the female in the male ear.^14^ Onset/offset of SSOs appears controlled by the auditory efferent system and is powered by Johnston organ (JO) neurons in a metabolic energy-dependent process.^9^^,^^13^ SSOs are restricted to males, with males from some species appearing to more readily demonstrate SSOs than others, although the anatomical and genetic factors that form their basis are unknown.^9^

Sex-specific alternative splicing of *doublesex* (*dsx*), a key molecular switch in the insect sex determination cascade, regulates somatic sexual differentiation (Figure 1A), giving rise to sexually dimorphic morphological features.^15^^,^^16^^,^^17^ *dsx* plays an important role in sexual reproduction and in particular, the development of insect gonads.^15^^,^^18^^,^^19^ Intriguingly, male sperm and mosquito auditory neurons are the only two specialized cell types that contain motile cilia, providing an interesting connection between two defining aspects of male mosquitoes (phonotaxis and sperm motility).^14^^,^^20^

**Figure 1:**
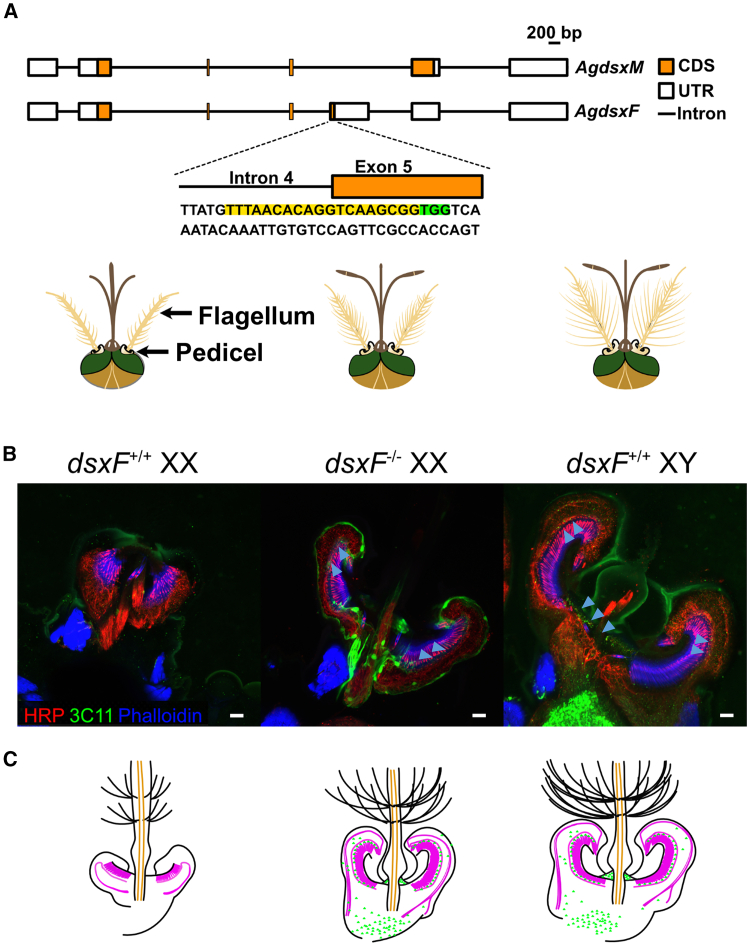
Altered auditory efferent innervation and JO size in *dsxF*^−/−^ female mutants (A) (*Above*) Schematic of male (M) and female (F) *Agdsx* isoforms (*AgdsxM* and *AgdsxF*, respectively); (*Below*) Schematic of *dsxF*^+/+^*XX* (left), *dsxF*^−/−^*XX* (center), and *dsxF*^+/+^*XY* (right) head anatomy based on previous publications. (B) Horizontal sections of *dsxF*^+/+^*XX* (left), *dsxF*^−/−^*XX* (center), and *dsxF*^+/+^*XY* (right) JOs stained with presynaptic marker 3C11 (anti-synapsin, green) to label presynaptic efferent terminals within the JO and counterstained with neuronal marker anti-HRP (red) and phalloidin (blue) to label actin-based rods in scolopale and cap cells that surround auditory cilia. 3C11 also stains muscle motoneuron innervation in scape. Scale bar, 10 μm. Arrows highlight pre-synaptic efferent terminals picked up by 3C11 antibody. See also Figure S1A for split channel images and Figure S1B for further examples of sections. (C) Schematic representations of each genotype’s JO anatomy based on (B) as well as prior images of flagellar anatomy provided in Kyrou et al.^15^

Previous work in *Anopheles gambiae* (*An. gambiae*) found that a loss-of-function mutation in the female-specific exon of *dsx* (hereafter referred to as *dsxF*) produces females with intersex morphological characteristics, including masculinization of the external ear morphology and internal/external reproductive structures.^15^ The shared motile cilia machinery between sperm and auditory neurons raises the question of how sex-specific isoforms of *dsx* differentially regulate the development of these tissues to support sex-specific reproductive and hearing behaviors. Although male ejaculate has been extensively researched to identify factors involved in regulating female behavioral changes post-copulation,^20^^,^^21^ the molecular factors of male hearing have remained largely unexplored. Identifying common genes shared between the two tissues could help find new effective vector control target genes that ideally simultaneously inhibit male hearing and reproduction.

This prior generation of an *An. gambiae dsxF* knockout mutant line offers an ideal tool for investigations of sexual dimorphisms in mosquito auditory systems.^15^ In addition to the aforementioned intersex phenotypic differences reported for *dsxF*^−/−^ *XX* mutants,^15^ the mutation produces an apparent dose-dependent masculinizing effect on female WBFs.^22^ Importantly, this *dsxF* mutant line has also been suggested for release as part of a gene drive–based mosquito control program.^15^^,^^23^ Given the importance of hearing for mosquito mating (and thus reproduction^24^), it is vital to test auditory function in these mutants before release, particularly in light of the aforementioned changes in WBF.

Here, we investigated the auditory anatomy and function in *dsxF*^−/−^ mutants to better understand the molecular mechanisms underlying sexual dimorphisms in mosquito hearing. We found significant differences in ear anatomy in *dsxF*^−/−^ *XX* mosquitoes when compared with both male and female controls, with mutants exhibiting an intersex phenotype in terms of efferent terminals in the JO, as well as pedicel size. Functional experiments found altered and intersex mechanical and electrical tuning frequencies in *dsxF*^−/−^ *XX* mutants, reflecting incomplete masculinization. By performing RNA sequencing (RNA-seq) analyses of *dsxF*^+/+^ *XY*, *dsxF*^+/+^ *XX,* and *dsxF*^−/−^ *XX* ears, we identified numerous promising gene candidates upregulated in *dsxF*^+/+^ *XY* and *dsxF*^−/−^ *XX* compared with *dsxF*^+/+^ XX mosquitoes, which may underlie the auditory masculinization. Notably, through intersectional analyses of differentially expressed genes, we identified factors that may influence SSOs.

Finally, our bioinformatic analyses showed that genes and Gene Ontology (GO) terms related to motile cilia machinery (microtubules, dyneins, etc.) appeared enriched in *dsxF*^+/+^ *XY* and *dsxF*^−/−^ *XX* ears when compared with *dsxF*^+/+^ *XX*. Given the importance of ciliary factors for sperm motility and the role of *dsx* in modulating both ear morphogenesis and spermatogenesis, we compared the auditory transcriptome with published testes data. Our analyses identified both tissue-specific ciliary factors and factors shared between the two tissues, suggesting that the basal molecular machinery for ciliary motility might be conserved between sperm and auditory neurons with tissue-specific adaptations being conferred by sets of specialized factors.

## Results

### *dsxF*^−/−^*XX* mutant ears are significantly different in size and structure to both *dsxF*^*+/+*^*XY* and *dsxF*^*+/+*^*XX* ears

The mosquito ear is composed of a feathery flagellum attached at the base to the JO, the site of auditory mechanotransduction, which is housed in the pedicel (Figure 1B).^1^^,^^25^^,^^26^ The JO contains not only thousands of neurons but also sexually dimorphic efferent terminals originating from the brain.^1^ Anatomical differences between the sexes underlie differences in function and thus behavior. Previous reports have highlighted differences in external ear structure in *An. gambiae dsxF*^−/−^ *XX* mutants, including an increased pedicel size and density of fibrillar hairs,^15^^,^^22^ but have not investigated potential changes in neuronal architecture.

To investigate changes in ear anatomy resulting from the *dsxF* mutation, we used immunohistochemistry to investigate JO neuroanatomy.^2^ *dsxF*^+/+^ *XY* showed extensive efferent innervation in their JOs, whereas no such innervation was observable in *dsxF*^+/+^ *XX* JOs (Figure 1B; individual channels shown in Figure S1A). On the other hand, the anatomy of *dsxF*^−/−^ *XX* JOs was clearly distinct from those of female controls (Figure 1B; further examples included in Figure S1B). *dsxF*^−/−^ *XX* JOs contained not only many more neurons than in *dsxF*^+/+^ *XX* JOs but also efferent terminals. Still, *dsxF*^−/−^ *XX* JOs remained distinct from control male JOs, with the number of neurons and the magnitude of the efferent populations reduced in *dsxF*^−/−^ *XX* mosquitoes (Figures 1B and 1C).

In addition to differences in JO anatomy and the density of fibrillar hairs, there was a significant difference between the female genotypes in terms of flagellar length (Figure S2A; Mann-Whitney test with Bonferroni correction; *p* = 1.458 × 10^−5^). *dsxF*^+/+^ *XY* flagella were longer than both *dsxF*^+/+^ *XX* and *dsxF*^−/−^ *XX* flagella (Mann-Whitney tests with Bonferroni corrections; *p* < 2.2 × 10^−16^ for both comparisons).

### *dsxF*^−/−^*XX* mutant ears have different mechanical tuning properties to *dsxF*^*+/+*^*XY* and *dsxF*^*+/+*^*XX* ears

Given the sizable differences found in JO neuroanatomy, we next tested how these changes affected auditory function using laser Doppler vibrometry (Figure 2A). We investigated differences in frequency tuning and amplification in *dsxF*^−/−^ *XX* mosquito auditory systems when compared with *dsxF*^+/+^ *XX* and *dsxF*^+/+^ *XY* mosquitoes.

**Figure 2:**
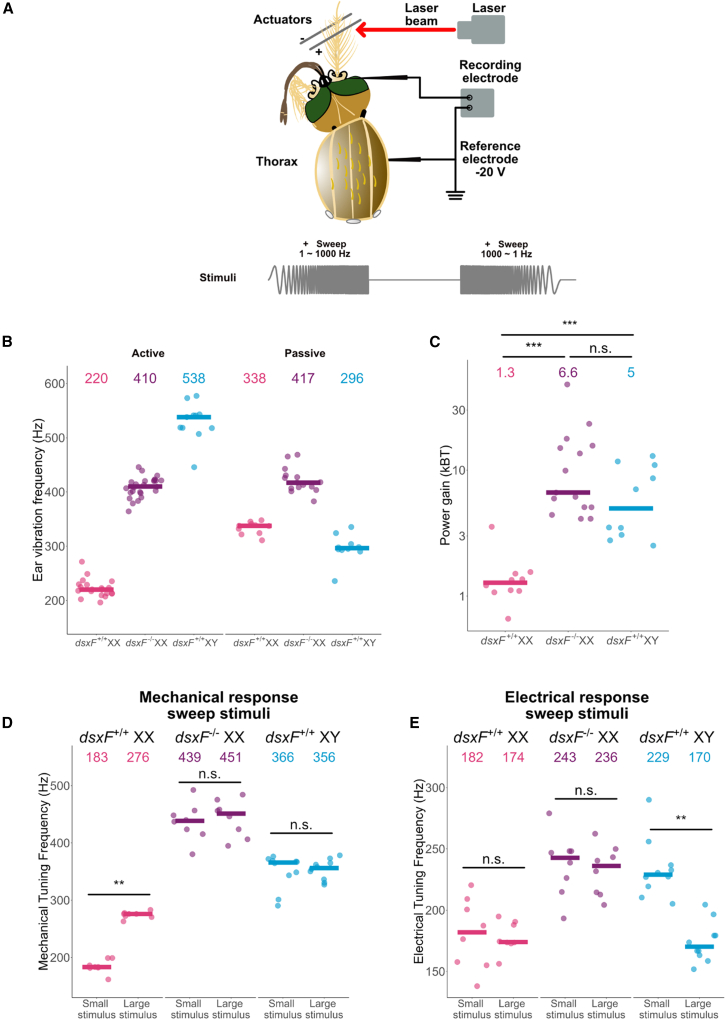
*dsxF*^−/−^*XX* ears show differences in frequency tuning in both active and passive states compared with other *dsxF*^+/+^*XX* and *dsxF*^+/+^*XY* ears, as well as in electrical responses to stimulation (A) Experimental setup for laser Doppler vibrometry recordings. Laser beam is focused toward the tip of the mosquito flagellum. Free fluctuation experiments used only unstimulated recordings. Experiments using electrostatic stimulation required the use of electrodes and electrostatic actuators. (B) Calculated best mechanical tuning frequencies of mosquito flagellar receivers in active (left) and passive (right) conditions. Median values are represented by solid lines, which are printed for each group at the top of the panel. Individual points are best mechanical tuning frequencies for individual mosquitoes from each group. See also Table 1. Sample sizes (females = active/passive; males = active quiescent/passive): *dsxF*^+/+^ *XX* = 20/10; *dsxF*^−/−^ *XX* = 25/15; *dsxF*^+/+^ *XY* = 10/21. (C) Calculated power gain for mosquito flagellar receivers. Median values are represented by solid lines, which are printed for each group at the top of the panel. Individual points are best mechanical tuning frequencies for individual mosquitoes from each group. All *dsxF*^+/+^ *XY* were in the non-SSO (quiescent) state for recordings. Mann-Whitney tests with Bonferroni corrections used for comparisons. See also Table 1. Sample sizes: *dsxF*^+/+^ *XX* = 10; *dsxF*^−/−^ *XX* = 15; *dsxF*^+/+^ *XY* = 10. ∗∗∗*p* < 0.001; not significant (n.s.), *p* > 0.05. (D) Calculated best frequencies of mechanical responses to smallest and largest sweep stimuli for each genotype. Median values are represented by solid lines, which are printed for each group at the top of the panel. Individual points are best mechanical tuning frequencies for individual mosquitoes from each group. All *dsxF*^+/+^ *XY* were in the SSO state for recordings. Paired Wilcoxon tests used for comparisons. See also Table 2 and Figure S3. Sample sizes: *dsxF*^+/+^ *XX* = 10; *dsxF*^−/−^ *XX* = 15; *dsxF*^+/+^ *XY* = 10. ∗∗∗*p* < 0.001; ∗∗*p* < 0.01; not significant (n.s.), *p* > 0.05. (E) Calculated best frequencies of electrical responses to smallest (left) and largest (right) sweep stimuli for each genotype Median values are represented by solid lines, which are printed for each group at the top of the panel. Individual points are best mechanical tuning frequencies for individual mosquitoes from each group. All *dsxF*^+/+^ *XY* were in the SSO state for recordings. Paired Wilcoxon tests used for comparisons. See also Table 2 and Figure S3. Sample sizes: *dsxF*^+/+^ *XX* = 10; *dsxF*^−/−^ *XX* = 15; *dsxF*^+/+^ *XY* = 10. ∗∗*p* < 0.01; not significant (n.s.), *p* > 0.05.

In the active state, *dsxF*^−/−^ *XX* mutants were found to be tuned to much higher frequencies than *dsxF*^+/+^ *XX* mosquitoes, with median frequencies of ∼410 Hz when compared with 220 Hz (Mann-Whitney test with Bonferroni correction; *p* = 3.597 × 10^−8^; Table 1; Figure 2B). *dsxF*^−/−^ *XX* frequency tuning was also found to be significantly different from quiescent and SSO *dsxF*^+/+^ *XY* individuals (Mann-Whitney tests with Bonferroni corrections; *p* = 8.229 × 10^−6^ and *p* = 1.386 × 10^−7^, respectively). Indeed, a frequency tuning of just over 400 Hz places *dsxF*^−/−^ *XX* mutants between *dsxF*^+/+^ *XX* (∼220 Hz) and non-SSO (quiescent) *dsxF*^+/+^ *XY* (∼520 Hz) frequency tunings (Table 1).

**Table 1:** Parameters obtained from free fluctuation analyses for all groups

	*dsxF*^+/+^*XX*	*dsxF*^−/−^*XX*	*dsxF*^+/+^*XY*
Sample size (active QUI)	20	25	11
Free fluctuation BF (Hz)	220.03 (3.76)	409.75 (3.78)	537.59 (10.65)
Q	1.19 (0.06)	23.50 (2.66)	12.08 (0.93)
Sample size (active SSO)	–	–	21
Free fluctuation BF (Hz)	–	–	352.79 (3.37)
Q	–	–	2,940.38 (1,047.10)
Sample size (Passive)	10	15	21
Free fluctuation BF (Hz)	337.52 (3.62)	417.22 (6.00)	303.55 (5.23)
Q	0.69 (0.01)	2.15 (0.11)	1.36 (0.07)
Apparent antennal mass (ng)	77.45 (3.04)	124.55 (9.53)	122.94 (4.87)
Sample size (Energy gain QUI)	10	15	10
Energy gain QUI (k_B_T)	1.28 (0.25)	6.64 (2.98)	4.97 (1.30)
Sample size (Energy gain SSO)	–	–	11
Energy gain SSO (k_B_T)	–	–	110,111.30 (52,581.120)

Median values from free fluctuation fits to data obtained from *dsxF*^*+/+*^*XX* and *XY* mosquitoes as well as *dsxF*^−/−^*XX* mosquitoes, with SEM values provided in brackets. *XX* analyses include active and passive states, whereas *XY* active analyses divide males into either quiescent (QUI) or self-sustained oscillation (SSO) states. No significant differences between the fits for the passive state in QUI and SSO males were found for any parameter (Mann-Whitney tests; *p* > 0.05), so the results were combined. Parameters include the best frequency of the flagellum, tuning sharpness (Q), apparent antennal mass, and estimated power gain for each group

Notably, these differences extended into the passive state: whereas all other lines were found to have significant differences between active and passive states in terms of frequency tuning (Mann-Whitney tests; *p* = 3.579 × 10^−5^ and *p* = 0.0003669 for *dsxF*^+/+^ *XX* and *dsxF*^+/+^ *XY*, respectively), no such differences were found for *dsxF*^−/−^ *XX* mutants (Mann-Whitney test; *p* = 0.4155).

*dsxF*^−/−^ *XX* mosquitoes also displayed significantly sharper frequency tuning, reflected in increased Q values, in the active state than any other lines (Mann-Whitney tests with Bonferroni corrections; *p* = 3.609 × 10^−8^ and *p* = 0.0003591 for comparisons with *dsxF*^+/+^ *XX* and *dsxF*^+/+^ *XY*, respectively).

In terms of calculated energy gains in the quiescent state, *dsxF*^−/−^ *XX* mutants displayed a masculine profile (Figure 2C), with energy gains similar to those exhibited by *dsxF*^+/+^ *XY* and significantly greater than those exhibited by *dsxF*^+/+^ *XX* (Mann-Whitney tests with Bonferroni corrections; *p* = 0.24 for *dsxF*^+/+^ *XY* compared with *dsxF*^−/−^ *XX*; *p* = 1.836 × 10^−6^ for *dsxF*^−/−^ *XX* compared with *dsxF*^+/+^ *XX*; *p* = 0.0006171 for *dsxF*^*+/+*^ *XY* compared with *dsxF*^+/+^ *XX*).

Importantly, *dsxF*^+/+^ *XY* exhibited SSOs, a masculine trait never observed for either type of *XX* mosquito. SSOs were of lower frequencies than the mechanical tuning best frequencies of non-SSO (quiescent) *dsxF*^+/+^ *XY* individuals; the energy gain of SSO-ing *dsxF*^+/+^ *XY* flagellar ears was several thousand times greater than those calculated for any *dsxF*^−/−^ *XX* mutant mosquito (Figures S2B and S2C).

### *dsxF*^−/−^*XX* mutant ears have different electrical tuning properties to *dsxF*^*+/+*^*XX* and *XY* ears

We next used established electrostatic stimulation paradigms to combine our investigations into ear mechanical tuning with electrophysiological recordings focused on the frequency tuning of the auditory nerve.^9^ By inserting an electrode into the antennal nerve, we were able to measure compound action potentials (CAPs) generated in response to electrostatic deflections of the mosquito flagellum. These deflections were induced by two stimuli types: force steps or pure tone sweeps.

First, we used step stimulation to investigate mechanical signatures of auditory transducer gating in both *XX* groups. *dsxF*^−/−^ *XX* mutant stiffness values were far greater than those for *dsxF*^*+/+*^ *XX* individuals (Figure S3A; Table S1) and indeed greater than all previously reported mosquito stiffness values, including for males.^9^ *dsxF*^−/−^ *XX* mutants also showed significantly greater CAP responses than *dsxF*^+/+^ *XX* for equivalent displacements (Figure S3B). Once these displacements were translated to the force domain, the significant extent of the increase in stiffness became apparent, however, with greater forces required for *dsxF*^−/−^ *XX* mutants to elicit comparable CAPs to *dsxF*^+/+^ *XX* (Figure S3C).

The use of frequency sweeps, pure tones that linearly change in frequency from 1 to 1,000 or 1,000 to 1 Hz, facilitated investigation into peak mechanical and electrical tuning frequencies, that is, the stimulation frequencies at which the maximal flagellar vibrations and CAP responses were identified. Previous investigations found differences in female mechanical tuning frequencies across different stimulation amplitudes^9^; by changing the intensity of the stimulus, we were able to test for frequency differences in both contexts across a range of stimulus amplitudes.

All *dsxF*^*+/+*^ *XY* mosquitoes exhibited SSOs throughout stimulus presentation. The mechanical best frequency of these SSO-ing *dsxF*^*+/+*^ *XY* mosquitoes did not change significantly when comparing the smallest to the largest stimulus intensities (paired Wilcoxon test; *p* = 1; Table 2; Figure 2D), with best frequencies remaining between ∼345 and ∼365 Hz across the entire range of stimulus intensities tested (Figure S3D). For *dsxF*^*+/+*^ *XX* mosquitoes, however, we saw an increase in best frequency from ∼190 to ∼275 Hz from the smallest to the largest intensity, in agreement with previous reports^9^ of such a shift for white noise stimulation (paired Wilcoxon test; *p* = 0.007813; Figures 2D and S3D). Similar to *dsxF*^*+/+*^ *XY*, the mechanical best frequency of *dsxF*^−/−^ *XX* mutants did not change significantly when comparing the smallest to the largest stimulus intensities (439 vs. 451 Hz, respectively; paired Wilcoxon test; *p* = 0.1953; Table 2; Figure 2D). *dsxF*^−/−^ *XX* mosquitoes maintained a mechanical best frequency near ∼445 Hz across the entire range of stimulus intensities (Figure S3D).

**Table 2:** Parameter values for each group for mechanical and electrical responses to sweep stimulation

	*dsxF*^+/+^*XX*	*dsxF*^−/−^*XX*	*dsxF*^+/+^*XY*
Sample size	8	8	10
Mechanical BF largest sweep (Hz)	276.04 (2.09)	451.15 (11.33)	356.26 (5.54)
Mechanical BF smallest sweep (Hz)	183.45 (4.15)	438.54 (11.53)	365.75 (9.61)
Electrical BF largest sweep (Hz)	174.03 (4.42)	236.08 (7.18)	170.25 (5.21)
Electrical BF smallest sweep (Hz)	181.85 (10.23)	242.78 (9.09)	228.95 (7.71)
Displacement gain	2.87 (0.15)	1.38 (0.11)	13.95 (0.97)

Median values from analysis of mechanical and electrical responses to sweep stimulation in *dsxF*^*+/+*^*XX* and *XY* mosquitoes as well as *dsxF*^−/−^*XX* mosquitoes, with SEM values provided in brackets. BF, Best Frequency.

On the other hand, the electrical best frequency of *dsxF*^+/+^ *XY* mosquitoes was found to decrease from ∼230 to ∼180 Hz between the smallest and largest stimulus intensities, a phenomenon not observed for *dsxF*^+/+^ *XX* mosquitoes (paired Wilcoxon tests; *p* = 0.001953 and *p* = 0.7792, respectively; Table 2; Figure 2E). Similarly to control females, the electrical best frequency of *dsxF*^−/−^ *XX* mutants did not change from the smallest to the largest intensity presentations (paired Wilcoxon tests; *p* = 1; Table 2; Figure 2E). For these mutants, the electrical best frequency remained at ∼240 Hz across the entire range of stimulus intensities tested (Figure S3D). In short, *dsxF*^+/+^ *XX* (female) nerves display only one uniform frequency tuning of ∼180 Hz for both small and large stimulus intensities. *dsxF*^+/+^ *XY* (male) nerves, in turn, show two tuning regimes: for large stimulus intensities, responses peak around ∼180 Hz, resembling the tuning of female nerves, but for small stimulus intensities, there is an additional higher-frequency tuning around ∼230 Hz. The nerve responses of *dsxF*^−/−^ *XX* (intersex) females, finally, show the male-specific higher-frequency tuning at all stimulus intensities.

Changes in *dsxF*^+/+^ *XX* mechanical best frequency occurred in an almost step-like fashion once the stimulus force reached a specific threshold (Figure S3D). On the other hand, the shift in electrical best frequency observed for all male mosquitoes appeared more gradual, with a steady decrease in frequency for- increasingly larger stimuli (Figure S3D).

We then calculated the displacement over force ratio for each stimulus intensity per individual mosquito and used these values to estimate the displacement gain for each genotype (Table 2). In contrast to the previous estimates of energy gain, we here found that *dsxF*^−/−^ *XX* mutants had significantly lower displacement gains than all other groups (Welch t tests with Bonferroni corrections; *p* = 1.382 × 10^−6^ and *p* = 2.356 × 10^−5^ for comparisons with *dsxF*^+/+^ *XY* and *dsxF*^+/+^ *XX*, respectively). This finding is consistent with the vast increase in flagellar stiffness observed in intersex mosquitoes (Figure S3A; Table S1), which overshoots the male wild-type (*dsxF*^+/+^ *XY*) condition. Furthermore, *dsxF*^+/+^ *XY* mosquito displacement gain values were significantly greater than *dsxF*^+/+^ *XX* (Welch t test with Bonferroni correction; *p* = 3.339 × 10^−6^).

### RNA-seq analyses of mosquito ears identified differences in expression of numerous ciliary motility–related factor between groups

The above-mentioned experiments focused on anatomical and functional tests of hearing, demonstrating sizable differences between *dsxF*^−/−^ *XX* and control mosquitoes of both sexes, with several mutant characteristics shifting toward the *dsxF*^+/+^ *XY* mosquito phenotype. We investigated these differences at the transcriptional level to identify molecular factors that could account for the traits of “auditory maleness.”

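Pedicels, the antennal segments that hold the Johnston’s organ, were sequenced in 3 groups: *dsxF*+/+ *XX* females, *dsxF*-/- *XX* intersex females, in which the female isoform DsxF is disrupted, and *dsxF*+/+ *XY* males. Each group had 3 libraries, which the paper describes as biological repeats, and each library pooled 63 to 76 pedicels of mosquitoes that were 2 to 3 days old when they entered 3 days of light/dark entrainment. The pupae of the *dsxF*+/+ *XX* and *dsxF*+/+ *XY* groups were sex separated and kept in single-sex cages. The *dsxF*-/- pupae were not sex separated, so the groups also differ in this respect. The paper lists the *dsxF*+/+ mosquitoes as the G3 strain and the mutants as a *doublesexF* mutant strain. A difference in strain background therefore cannot be told apart from the mutation in comparisons with *dsxF*-/- *XX*. The cDNA was made with the SMART-Seq v4 kit. After quality control with FastQC and MultiQC, the authors quantified the reads with kallisto against the AgamP4 transcripts, and the deposited table holds its estimated counts for 16066 transcripts of 13845 genes. The total was 15912671 to 17188581 counts per *dsxF*+/+ *XX* library (median 16861969), 14177255 to 17477058 per *dsxF*-/- *XX* library (median 15417685) and 14708863 to 18379886 per *dsxF*+/+ *XY* library (median 15539764). The counts carry no molecular identifiers, so a limit set from a count of 0 covers counting error only. Reads that fit more than 1 transcript are divided by estimation. Within a gene this concerns 1478 genes with 3699 transcripts. Counts that were not whole made up 31.5% to 33.1% of the 16066 transcripts per library, which is more than these 3699. Reads were therefore also divided between transcripts of different genes, so genes with 1 transcript are not free of this. The counts were rounded to whole numbers, normalized by TMM in edgeR and filtered with its rule for low counts, which kept 12379 transcripts of 10479 genes. All 9 libraries entered 1 fit, and a transcript was called higher or lower at an adjusted p under 0.05 from edgeR's quasi-likelihood test. The paper used DESeq2 for its own comparisons. The common biological coefficient of variation was 36.0%. The first principal component of the log2 CPM (counts scaled to library size) held 53.2% of the variance and placed the *dsxF*-/- *XX* libraries between the controls, with mean scores of −81.8 ± 23.8 (SD, n = 3) in *dsxF*+/+ *XX*, 2.67 ± 9.39 in *dsxF*-/- *XX* and 79.2 ± 24.4 in *dsxF*+/+ *XY*. In the third *dsxF*+/+ *XX* library the 10 most abundant transcripts took 23.6% of the counts, against 8.95% to 14.2% in each of the other libraries.

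**Figure D1:**
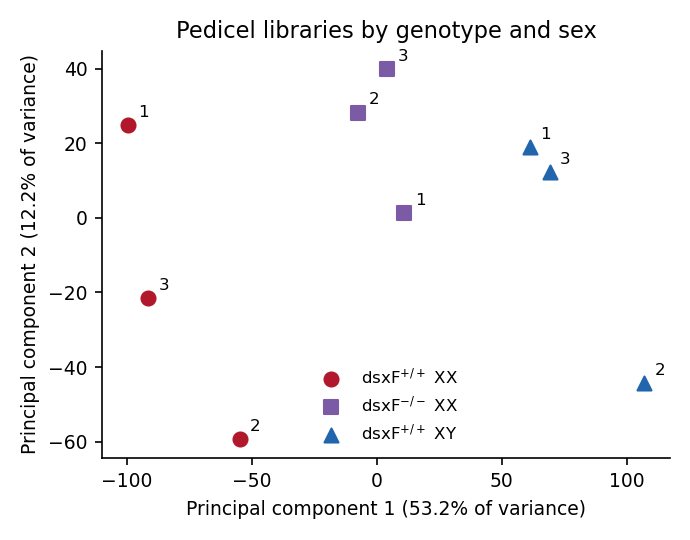
Scores of the 9 libraries on the first (53.2% of the variance) and second (12.2%) principal components of the log2 CPM, with 1 numbered point per library and a symbol for each group. The groups lie apart along the first component, with *dsxF*-/- *XX* in the middle, and the second libraries of *dsxF*+/+ *XX* and *dsxF*+/+ *XY* have the lowest scores on the second component.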

Given previous reports of peaks in male and female *An. gambiae* activity at dusk,^12^ we collected *dsxF*^+/+^ *XX* and *dsxF*^+/+^ *XY*, as well as and *dsxF*^−/−^ *XX*, mosquitoes at the onset of dusk, dissected the pedicels of these mosquitoes, and submitted them for RNA-seq analysis (Figure 3A). The following comparisons were conducted for differential gene expression:

*dsxF*^+/+^ *XX* vs. *dsxF*^+/+^ *XY* pedicels (M*v*F) (3,353 differentially expressed genes)
*dsxF*^+/+^ *XX* vs. *dsxF*^−/−^ *XX* pedicels (I*v*F) (2,029 differentially expressed genes)
*dsxF*^−/−^ *XX* vs. *dsxF*^+/+^ *XY* pedicels (M*v*I) (1,332 differentially expressed genes)

**Figure 3:**
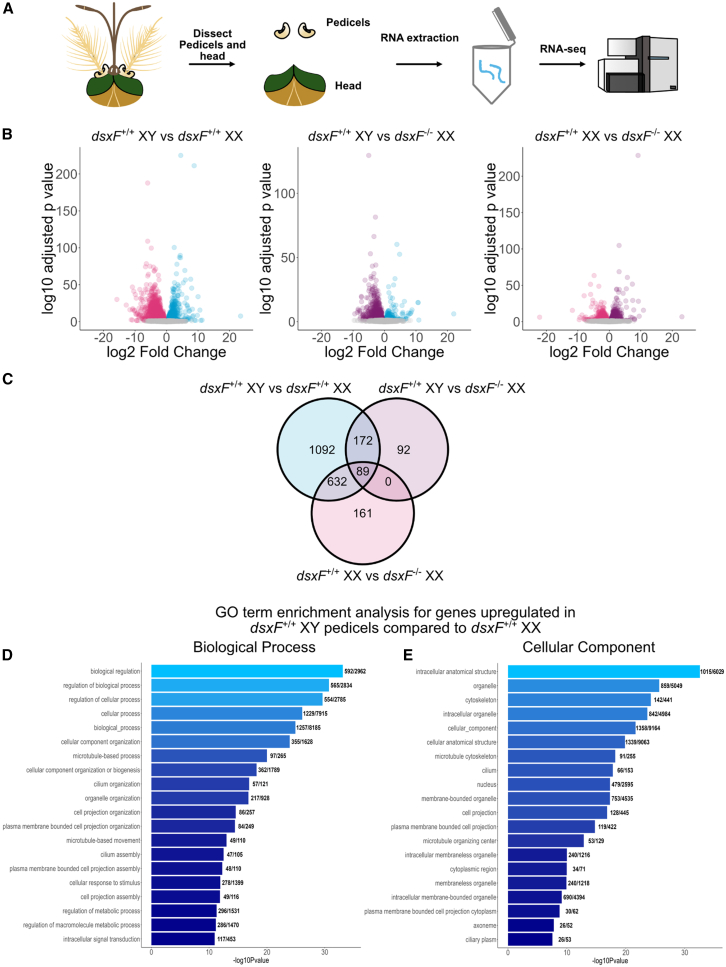
Significant enrichment of ciliary motility–related genes in *dsxF*^+/+^ *XY* and *dsxF*^−/−^ *XX* ears compared with *dsxF*^+/+^ *XX* (A) Schematic of experimental assay, including tissue dissection. (B) Volcano plots of differential gene expression between (left) *dsxF*^+/+^ *XY* and *dsxF*^+/+^ *XX* pedicels, (middle) *dsxF*^+/+^ *XY* and *dsxF*^−/−^ *XX* pedicels, and (right) *dsxF*^−/−^ *XX* and *dsxF*^+/+^ *XX* pedicels. (C) Venn diagram of pedicel gene intersections showing those differentially regulated between groups. Upregulated group is to the left-hand side of the group name. (D and E) GO term enrichment analysis for genes upregulated in *dsxF*^+/+^ *XY* pedicels compared with *dsxF*^+/+^ *XX* (Table S3). (D) Biological process. (E) Cellular component.

These comparisons are visualized via volcano plots (Figure 3B) and a Venn diagram (Figure 3C). Raw count data are provided in Table S2. 

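Transcripts of ciliary and microtubule proteins were among the 1453 transcripts (1369 genes) that were higher in *dsxF*+/+ *XY* than in *dsxF*+/+ *XX* pedicels, whereas 2237 (2039 genes) were lower. A Meckelin-like transcript (AGAP002548-RA), whose relatives act at the base of the cilium, averaged 7876 ± 737 normalized counts (SD, n = 3 libraries) in *dsxF*+/+ *XY* and 1739 ± 326 in *dsxF*+/+ *XX*, a log2 fold change of 2.18 (standard error 0.22, adjusted p = 1.49e-04 from edgeR). The transcript of Tctex1 domain-containing protein 2-like (AGAP009318-RA), from a family of dynein light chains, rose by 2.18 (standard error 0.18, adjusted p = 6.86e-05 from edgeR). That of a tubulin-specific chaperone cofactor E-like protein (AGAP011141-RA) rose by 0.90 (standard error 0.16, adjusted p = 0.00242 from edgeR). AGAP029221-RA, which has no name in the sources used here, averaged 284 ± 12.5 in *dsxF*+/+ *XY* and was at 0 in every *dsxF*+/+ *XX* and *dsxF*-/- *XX* library. The median fold was 2.22 among the transcripts that rose and 4.05 among those that fell, and 889 and 1928 of them changed more than 2-fold. The count of higher transcripts was 2211 without *dsxF*+/+ *XX* replicate 2, 806 without *dsxF*+/+ *XX* replicate 3, 968 without *dsxF*+/+ *XY* replicate 2, 905 without *dsxF*+/+ *XY* replicate 3 and 961 when edgeR saw only the groups compared. The count of lower transcripts ranged from 1740 to 2391 when each library was left out in turn.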

To explore the molecular underpinnings of auditory maleness, from the 3,353 differentially expressed genes in the *dsxF*^+/+^ *XY* vs. *dsxF*^+/+^ *XX* (denoted M*v*F) comparison, we focused our primary analyses on the 1,985 genes found to be significantly upregulated in male pedicels when compared with females. We used the *dsxF*^−/−^ *XX* vs. *dsxF*^+/+^ *XX* (denoted I*v*F) and *dsxF*^+/+^ *XY* vs. *dsxF*^−/−^ *XX* (denoted M*v*I) comparisons to create subsets of the 1,985 genes upregulated in the M*v*F comparison. 

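In *dsxF*-/- *XX* pedicels, 517 transcripts (494 genes) were higher than in *dsxF*+/+ *XX* and 851 (808 genes) were lower, while 161 (157 genes) were higher in *dsxF*+/+ *XY* than in *dsxF*-/- *XX* and 754 (727 genes) were lower. Putative tachykinin receptor 1 (AGAP002824-RA), a receptor for a family of neuropeptides, averaged 494 ± 48.1 normalized counts (SD, n = 3) in *dsxF*-/- *XX* and 68.5 ± 42.4 in *dsxF*+/+ *XX*, a log2 fold change of 2.85 (standard error 0.47, adjusted p = 0.00708 from edgeR). Tctex1 domain-containing protein 2-like (AGAP009318-RA) rose by 2.31 (standard error 0.18, adjusted p = 2.73e-04 from edgeR) in I*v*F and had a log2 fold change of −0.12 (standard error 0.17, adjusted p = 0.769 from edgeR) in M*v*I. AGAP002936-RA, which has no name in the sources used here, averaged 12037 ± 1341 in *dsxF*-/- *XX*, 22.0 ± 10.4 in *dsxF*+/+ *XX* and 9377 ± 358 in *dsxF*+/+ *XY*. The *dsxF*+/+ *XX* libraries enter both M*v*F and I*v*F. Of the transcripts tested, 436 were higher in both comparisons and 778 were lower in both, where independent calls would give 60.7 and 154. In 20 simulations of unchanged groups with shared controls the averages were 0.05 and 0. With no transcript changed, hardly any could be called in either comparison. These averages therefore cannot show how many joint calls the shared controls add to real changes. The fold changes correlated across transcripts with r = 0.745 (M*v*F with I*v*F) and r = 0.742 (M*v*F with M*v*I), against 0.505 and 0.498 in the simulations; transcripts are not independent replicates. With 3 libraries per control, the controls were not divided between the comparisons, and part of the overlap may come from the shared controls. In I*v*F, the count of higher transcripts was 335, 914 and 224 without *dsxF*+/+ *XX* replicates 1, 2 and 3 and 223, 300 and 244 without *dsxF*-/- *XX* replicates 1, 2 and 3, and that of lower transcripts was 530 and 350 without *dsxF*+/+ *XX* replicates 1 and 3 and 244, 460 and 301 without *dsxF*-/- *XX* replicates 1, 2 and 3. In M*v*I, the count of higher transcripts was 77, 66 and 65 without *dsxF*-/- *XX* replicates 1, 2 and 3 and 87 and 74 without *dsxF*+/+ *XY* replicates 2 and 3, and that of lower transcripts was 436 without *dsxF*-/- *XX* replicate 2 and 498 without *dsxF*+/+ *XY* replicate 3. Without replicate 2 of both controls, a setting chosen after seeing the data, the I*v*F counts were 1362 and 1460. DESeq2 gave 857 and 1458 in I*v*F and 351 higher in M*v*I.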

Of the 1,985 genes, 632 (subset *s*_*632*_) were found to be upregulated in both *dsxF*^+/+^ *XY* and *dsxF*^−/−^ *XX* compared with *dsxF*^+/+^ *XX* but were not differentially expressed between *dsxF*^+/+^ *XY* and *dsxF*^−/−^ *XX*. Thus, the subset contains genes highly expressed in *dsxF*^+/+^ *XY* compared with *dsxF*^+/+^ *XX* that also exhibit full recovery of male expression in *dsxF*^−/−^ *XX*.

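The Meckelin-like transcript AGAP002548-RA rose by 1.77 (standard error 0.22, adjusted p = 0.00204 from edgeR) on the log2 scale in I*v*F, with 5932 ± 1062 normalized counts (SD, n = 3) in *dsxF*-/- *XX*, and its M*v*I value was 0.41 (standard error 0.21, adjusted p = 0.353 from edgeR). The tubulin-specific chaperone cofactor E-like transcript AGAP011141-RA rose by 0.94 (standard error 0.16, adjusted p = 0.00737 from edgeR) in I*v*F and had an M*v*I value of −0.04 (standard error 0.15, adjusted p = 0.940 from edgeR). Of the 632 transcripts of *s*_*632*_, a list that the paper chose on these libraries and that is not independent evidence of its own direction, 631 were tested. In M*v*F 585 of them rose and in I*v*F 373 rose, and 357 passed in both without a call in M*v*I, while 225 passed in M*v*F alone and 46 did not pass in M*v*F. Their median log2 fold change was 1.20 in M*v*F, 0.99 in I*v*F and 0.20 in M*v*I. By edgeR none of them was higher in *dsxF*+/+ *XY* than in *dsxF*-/- *XX* and 3 were lower. At an unadjusted p under 0.05 the counts were 71 and 16, by DESeq2 they were 0 and 10, and by limma-voom 0 and 5. The M*v*I difference lay above 0 for 477 of the 631 (75.6%), and limma's fry test of a shared direction gave an adjusted p of 0.0364 towards *dsxF*+/+ *XY*. Its 95% confidence interval lay within 2-fold for 428 (67.8%). By the same rule over all transcripts tested, 394 showed this pattern. The count was 244, 781 and 167 without *dsxF*+/+ *XX* replicates 1, 2 and 3, 184, 249 and 202 without *dsxF*-/- *XX* replicates 1, 2 and 3, 602 by DESeq2, and 1070 without replicate 2 of both controls, a setting chosen after seeing the data. From the higher expression in both *dsxF*+/+ *XY* and *dsxF*-/- *XX* and the absence of a called difference between them, the paper concludes that these genes show full recovery of male expression in *dsxF*-/- *XX*.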

A total of 172 genes (subset *s*_*172*_) were found to be upregulated in *dsxF*^+/+^ *XY* compared with *dsxF*^+/+^ *XX* and *dsxF*^−/−^ *XX*, but not differentially expressed between the *dsxF*^−/−^ *XX* and *dsxF*^+/+^ *XX* genotypes. These genes thus exhibit higher expression in *dsxF*^+/+^ *XY* and are not under the influence of the DsxF mutation. 

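Cuticular protein RR-1 family 68 (AGAP006838-RA), a component of the insect cuticle, averaged 525 ± 167 normalized counts (SD, n = 3) in *dsxF*+/+ *XY*, 177 ± 12.7 in *dsxF*-/- *XX* and 186 ± 46.8 in *dsxF*+/+ *XX*. It rose in M*v*F (adjusted p = 0.00330 from edgeR), and its log2 fold change was 1.57 (standard error 0.28, adjusted p = 0.00966 from edgeR) in M*v*I and −0.07 (standard error 0.27, adjusted p = 0.905 from edgeR) in I*v*F. A regulator of G-protein signalling (AGAP006629-RA) rose by 1.44 (standard error 0.22, adjusted p = 0.00122 from edgeR) in M*v*F, and its I*v*F value was 0.63 (standard error 0.22, adjusted p = 0.0950 from edgeR), with all 3 *dsxF*-/- *XX* libraries above all 3 *dsxF*+/+ *XX* libraries. Of the 172 transcripts of *s*_*172*_, which the paper chose on these libraries, 167 were tested, 145 rose in M*v*F and 76 rose in M*v*I. By edgeR none rose in I*v*F and 1 fell; at an unadjusted p under 0.05 the counts were 15 and 5, by DESeq2 0 and 2, and by limma-voom 0 and 1. The median log2 fold change was 1.29 in M*v*F, 1.10 in M*v*I and 0.14 in I*v*F, where 101 of the 167 (60.5%) lay above 0 and limma's fry test gave an adjusted p of 0.303. A p above the threshold does not show that *dsxF*-/- *XX* and *dsxF*+/+ *XX* were equal. By the same rule over all transcripts tested, 76 showed this pattern, 41, 34 and 35 without *dsxF*-/- *XX* replicates 1, 2 and 3, 43 and 39 without *dsxF*+/+ *XY* replicates 2 and 3, and 167 by DESeq2.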

Of the remaining genes, 89 (subset *s*_*89*_) were found to be upregulated in *dsxF*^+/+^ *XY* compared with both *dsxF*^+/+^ *XX* and *dsxF*^−/−^ *XX*, but were also upregulated in *dsxF*^−/−^ *XX* compared with *dsxF*^+/+^ *XX*. Thus, this subset represents transcripts highly expressed in *dsxF*^+/+^ *XY* in which *dsxF*^+/+^ *XY* expression has been recovered only partly in the *dsxF*^−/−^ *XX* group.

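All 89 transcripts of *s*_*89*_ were tested and rose in M*v*F, 75 rose in I*v*F and 46 rose in M*v*I, on a list that the paper chose on these libraries. For 39 of them all 3 comparisons passed, 36 passed in M*v*F and I*v*F alone, 7 in M*v*F and M*v*I alone, and 7 in M*v*F alone. Among them, the 6 members of the GO term cilium assembly in Table S4 had median log2 fold changes of 3.23 in M*v*F, 2.03 in I*v*F and 1.25 in M*v*I, and all 6 rose in M*v*F and I*v*F and 5 in M*v*I. Over the 89, the median was 2.29 in M*v*F, 1.31 in I*v*F and 0.89 in M*v*I, and every one of them lay above 0 in all 3. On a log2 scale that runs from 0 at the *dsxF*+/+ *XX* mean to 1 at the *dsxF*+/+ *XY* mean, the median *dsxF*-/- *XX* position was 0.58. Calls are from edgeR's quasi-likelihood test. By the same rule over all transcripts tested, the 39 became 23 without *dsxF*+/+ *XX* replicate 3, 15, 13 and 14 without *dsxF*-/- *XX* replicates 1, 2 and 3, 23 and 16 without *dsxF*+/+ *XY* replicates 1 and 3, and 89 by DESeq2.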

Finally, the last 1,092 genes (subset *s*_*1092*_) of the 1,985 set were found to be upregulated in *dsxF*^+/+^ *XY* compared with *dsxF*^+/+^ *XX* but neither in *dsxF*^+/+^ *XY* compared with *dsxF*^−/−^ *XX* nor in *dsxF*^−/−^ *XX* compared with *dsxF*^+/+^ *XX*. This large subset includes genes that, on average, showed increased expression in *dsxF*^−/−^ *XX* compared with *dsxF*^*+/+*^ *XX* but not enough to yield statistically significant results. 

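The transcript AGAP001372.R552 of the microtubule-associated protein Jupiter averaged 416 ± 188 normalized counts (SD, n = 3) in *dsxF*+/+ *XX*, 645 ± 156 in *dsxF*-/- *XX* and 1069 ± 179.7 in *dsxF*+/+ *XY*. It rose by 1.36 (standard error 0.32, adjusted p = 0.0119 from edgeR) in M*v*F, and its I*v*F value was 0.63 (standard error 0.32, adjusted p = 0.249 from edgeR). Summed over the 4 transcripts of this gene, the M*v*F value was 0.54 (adjusted p = 0.146 from edgeR). Of the 1092 transcripts of *s*_*1092*_, 1075 were tested and 633 rose in M*v*F. In I*v*F 1 of them rose by edgeR, against 250 at an unadjusted p under 0.05 and 1 each by DESeq2 and limma-voom. In M*v*I none rose by edgeR, against 170 at an unadjusted p under 0.05 and 1 each by DESeq2 and limma-voom. The I*v*F log2 fold change lay above 0 for 1071 of the 1075 (99.6%), with a median of 0.49, against 0.90 in M*v*F and 0.43 in M*v*I, and limma's fry test of a shared direction gave an adjusted p of 0.0174 towards *dsxF*-/- *XX*. The paper chose the list on these libraries and the *dsxF*+/+ *XX* libraries enter both M*v*F and I*v*F, so the shared sign is not independent evidence. The I*v*F median was 0.39 to 0.67 when each library was left out in turn. By the same rule over all transcripts tested, 941 showed this pattern, 555 without *dsxF*+/+ *XX* replicate 3, 490 without *dsxF*+/+ *XY* replicate 2, 577 without *dsxF*+/+ *XY* replicate 3, 565 when edgeR saw only the groups compared, and 603 without replicate 2 of both controls.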

Subsets of the 1,985 genes are shown in Figures 3C and S4 includes visual comparisons of the log median expression for each genotype within each subset to aid understanding of their interpretations. 

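The median transcript of *s*_*89*_ stood at 5.53 ± 0.22 log2 CPM (mean and SD of 3 library medians) in *dsxF*+/+ *XX*, 6.88 ± 0.12 in *dsxF*-/- *XX* and 7.88 ± 0.23 in *dsxF*+/+ *XY*. In *s*_*632*_ the *dsxF*-/- *XX* level of 6.30 ± 0.03 lay close to the *dsxF*+/+ *XY* level of 6.43 ± 0.02 and above the *dsxF*+/+ *XX* level of 5.28 ± 0.16. In *s*_*172*_ the *dsxF*-/- *XX* level of 4.52 ± 0.06 lay close to the *dsxF*+/+ *XX* level of 4.50 ± 0.11, and the *dsxF*+/+ *XY* level was 5.62 ± 0.27. In *s*_*1092*_ the levels were 5.25 ± 0.32 in *dsxF*+/+ *XX*, 5.76 ± 0.11 in *dsxF*-/- *XX* and 6.18 ± 0.22 in *dsxF*+/+ *XY*. Each list was chosen by the paper on these libraries. An exact permutation test of 3 libraries against 3 cannot give a two-sided p under 0.1, so none was used on these medians.

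**Figure D2:**
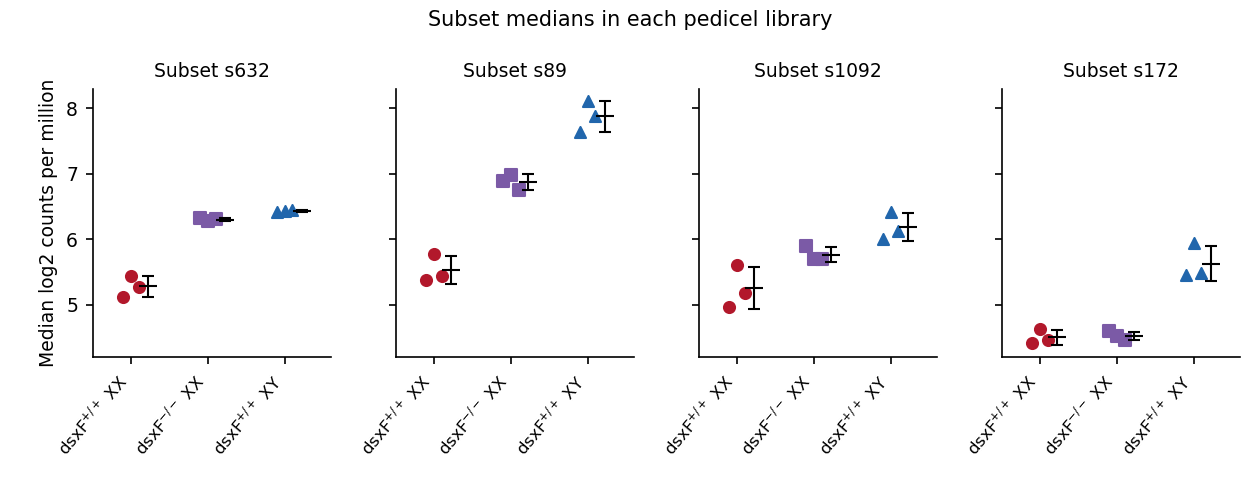
Median log2 CPM of the tested transcripts of each subset in each library (points), with the mean and SD of the 3 libraries of a group (bars), for *dsxF*+/+ *XX*, *dsxF*-/- *XX* and *dsxF*+/+ *XY*. The *dsxF*-/- *XX* points lie near *dsxF*+/+ *XY* in *s*_*632*_, near *dsxF*+/+ *XX* in *s*_*172*_ and between the controls in *s*_*89*_ and *s*_*1092*_.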

Full gene lists for each subgroup are included in Table S3. Figure S5 includes analyses of genes upregulated in *dsxF*^+/+^ *XX* and *dsxF*^−/−^ *XX* compared with *dsxF*^+/+^ *XY*.

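Among the transcripts that were lower in *dsxF*+/+ *XY* than in *dsxF*+/+ *XX*, 499 were also lower in *dsxF*-/- *XX* than in *dsxF*+/+ *XX* without a call between *dsxF*+/+ *XY* and *dsxF*-/- *XX*, and 278 were lower in all 3 comparisons. A further 400 were lower in *dsxF*+/+ *XY* than in both other groups without a call between *dsxF*-/- *XX* and *dsxF*+/+ *XX*, and 1048 passed in M*v*F alone. AGAP009877-RA averaged 10878 ± 2183 normalized counts (SD, n = 3) in *dsxF*+/+ *XX* and 42.2 ± 36.2 in *dsxF*-/- *XX* and was at 0 in every *dsxF*+/+ *XY* library. AGAP010548-RA averaged 1381 ± 185 in *dsxF*+/+ *XX* and 64.4 ± 34.8 in *dsxF*-/- *XX* and was at 0 in every *dsxF*+/+ *XY* library. Neither has a name in the sources used here. In addition, 31 transcripts were higher in *dsxF*-/- *XX* than in both *dsxF*+/+ *XX* and *dsxF*+/+ *XY* without a call in M*v*F. All calls are from edgeR's quasi-likelihood test, and no list of transcripts higher in females was fixed or tested here. The count of 499 became 311 and 203 without *dsxF*+/+ *XX* replicates 1 and 3 and 145, 315 and 189 without *dsxF*-/- *XX* replicates 1, 2 and 3, and 755 by DESeq2. That of 278 became 168 and 129 without *dsxF*+/+ *XX* replicates 1 and 3, 79, 117 and 92 without *dsxF*-/- *XX* replicates 1, 2 and 3 and 166 without *dsxF*+/+ *XY* replicate 3, and 508 by DESeq2. That of 400 became 231 without *dsxF*+/+ *XY* replicate 2, that of 1048 became 655 without *dsxF*+/+ *XY* replicate 2, and that of 31 became 17 without *dsxF*+/+ *XX* replicate 3 and 15, 15 and 15 without *dsxF*-/- *XX* replicates 1, 2 and 3, and 56 by DESeq2 with only the groups compared.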

These subsets thus facilitate informed explorations into DsxF- and non-DsxF-inhibited auditory maleness and also inferences on the molecular basis of our experimental findings. The transcripts of *s*_*632*_ constitute the transcriptomic basis of auditory maleness under the inhibition of DsxF, whereas those of *s*_*89*_ reflect those aspects of auditory maleness only partly influenced by it; transcripts of *s*_*1092*_ may also reflect these components at a level non-differentiable by statistical analysis. Finally, the transcripts of *s*_*172*_ constitute auditory maleness that is not under the regulation of DsxF.

We next conducted global, GO enrichment and gene-specific annotation analyses independently on each of the three sets to investigate their functional biological characteristics. Selected elements of GO enrichment analyses are included in Table S4, and their expression levels visualized in Figures 3D and 3E.

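Most of the transcripts of *s*_*632*_ that Table S4 places under ciliary terms passed in both M*v*F and I*v*F. Of 20 transcripts that Table S4 places under axoneme, the microtubule core of a motile cilium, 19 rose in M*v*F and 15 in I*v*F, with median log2 fold changes of 1.61 and 1.37. Of 11 for intraciliary transport, which carries material along the cilium, 10 and 9 rose, with medians of 1.03 and 1.05. Of 14 for the ciliary basal body, 13 rose in each comparison (medians 1.12 and 1.07), and of 5 for the transition zone, 5 and 4 rose (medians 1.35 and 1.44). Of 13 for cilium movement, 12 rose in M*v*F and 9 in I*v*F (medians 1.72 and 1.54), and 1 was lower in *dsxF*+/+ *XY* than in *dsxF*-/- *XX*. Of 10 for axonemal dynein complex assembly, 7 rose in each comparison (medians 1.16 and 0.97), and of 21 for tubulin binding, 18 and 16 rose (medians 1.06 and 0.85). Kinesin-associated protein (AGAP000187-RA), the subunit that binds the motors of the kinesin-2 type, rose by 0.83 (standard error 0.18, adjusted p = 0.00779 from edgeR) in M*v*F. Protein hook (AGAP008854-RA), which links cargo to dynein in animals, rose by 0.70 (standard error 0.15, adjusted p = 0.00808 from edgeR) in M*v*F. Calls are from edgeR's quasi-likelihood test. The members of these terms are those of a subset chosen by the paper on these libraries for being higher in *dsxF*+/+ *XY* and *dsxF*-/- *XX* than in *dsxF*+/+ *XX*, so the counts are not independent evidence of their direction, and no enrichment was tested here.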

GO analyses on *s*_*632*_ revealed several terms relating to the structure and organization of microtubules, cilia, and the motor complex. These include microtubular structural components such as AGAP008275-RA (tektin-2); AGAP000219-RA (tektin-3); AGAP001227-RA (gamma-tubulin complex component 5); AGAP010971-RA (tubulin); AGAP002334-RA (spastin), which functions as a microtubule severing protein; AGAP006324-RA (*nompB*), which is required for the assembly of sensory cilia; and AGAP005250-RA (protein kintoun) and AGAP009594-RA, which are dynein assembly factors. 

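Of these 8 transcripts, 7 rose in M*v*F and 6 rose in I*v*F. The axonemal dynein assembly factor transcript AGAP009594-RA had 5753 ± 328 normalized counts (SD, n = 3) in *dsxF*+/+ *XX*, 29183 ± 4661 in *dsxF*-/- *XX* and 32789 ± 2311 in *dsxF*+/+ *XY*, and rose by 2.51 (standard error 0.19, adjusted p = 4.79e-05 from edgeR) in M*v*F and 2.34 (standard error 0.19, adjusted p = 3.13e-04 from edgeR) in I*v*F. Tektin-3 (AGAP000219-RA), a filament protein of axonemal microtubules, rose by 2.03 (standard error 0.23, adjusted p = 2.43e-04 from edgeR) in M*v*F and 1.47 (standard error 0.23, adjusted p = 0.00503 from edgeR) in I*v*F. *nompB* (AGAP006324-RA) rose by 0.93 (standard error 0.18, adjusted p = 0.00496 from edgeR) and 1.05 (standard error 0.19, adjusted p = 0.00931 from edgeR). Tektin-2 (AGAP008275-RA) averaged 119.9 ± 10.2 in *dsxF*+/+ *XX*, 396 ± 65.2 in *dsxF*-/- *XX* and 187 ± 14.5 in *dsxF*+/+ *XY*, so that it rose by 1.72 (standard error 0.20, adjusted p = 0.00185 from edgeR) in I*v*F and was lower in *dsxF*+/+ *XY* than in *dsxF*-/- *XX*, by −1.08 (standard error 0.20, adjusted p = 0.0116 from edgeR) in M*v*I. Protein kintoun (AGAP005250-RA) and alpha tubulin (AGAP010971-RA) rose by 1.02 (standard error 0.15, adjusted p = 0.00113 from edgeR) and 1.86 (standard error 0.35, adjusted p = 0.00357 from edgeR) in M*v*F. Spastin (AGAP002334-RA) had an I*v*F value of 0.82 (standard error 0.28, adjusted p = 0.0928 from edgeR), and gamma-tubulin complex component 5 (AGAP001227-RA) did not pass in M*v*F (0.54 (standard error 0.19, adjusted p = 0.0630 from edgeR)) or in I*v*F (0.59 (standard error 0.19, adjusted p = 0.0822 from edgeR)). The M*v*F rise of tektin-2, 0.64 (standard error 0.20, adjusted p = 0.0398 from edgeR), passed without *dsxF*-/- *XX* replicate 3 but in no other fit that left out 1 library (adjusted p = 0.0514 to 0.108 from edgeR), and its M*v*I call ended without *dsxF*-/- *XX* replicate 3 and *dsxF*+/+ *XY* replicate 3 (adjusted p = 0.0505 and 0.0532 from edgeR). The M*v*F rise of AGAP008275-RA also did not pass by limma-voom (adjusted p = 0.0583), with only the groups compared by edgeR (adjusted p = 0.116) or DESeq2 (adjusted p = 0.0541), or with no filter on low counts (adjusted p = 0.0614 from edgeR). The M*v*F call of spastin ended without *dsxF*-/- *XX* replicates 1, 2 and 3, *dsxF*+/+ *XX* replicates 1 and 3 and *dsxF*+/+ *XY* replicates 1, 2 and 3 (adjusted p = 0.0511 to 0.141 from edgeR), and the I*v*F calls of protein kintoun and alpha tubulin ended without *dsxF*-/- *XX* replicates 1 and 3 and *dsxF*+/+ *XX* replicate 3 (adjusted p = 0.0599 to 0.0824 from edgeR) and without *dsxF*-/- *XX* replicates 1, 2 and 3, *dsxF*+/+ *XX* replicates 1, 2 and 3 and *dsxF*+/+ *XY* replicate 3 (adjusted p = 0.0709 to 0.158 from edgeR).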

Other proteins related to microtubule and ciliary structure and regulation highlighted by our analyses are AGAP012726-RA and AGAP003120-RA, which are stabilizers of axonemal microtubules; AGAP013430-RA (piercer of microtubule wall); and AGAP006735-RA and AGAP008870-RA (cilia and flagella associated proteins). Thus, at least partly, DsxF-inhibited auditory maleness seems to involve setting up the structures used by motor proteins to generate motion. 

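The 5 other transcripts named for ciliary structure rose in M*v*F, and 4 of them rose in I*v*F. The piercer of microtubule wall transcript (AGAP013430-RA), for a protein inside axonemal doublets, had 26.8 ± 5.78 normalized counts (SD, n = 3) in *dsxF*+/+ *XX*, 283 ± 166 in *dsxF*-/- *XX* and 298 ± 105 in *dsxF*+/+ *XY*, and rose by 3.47 (standard error 0.46, adjusted p = 5.95e-04 from edgeR) in M*v*F and 3.39 (standard error 0.46, adjusted p = 0.00297 from edgeR) in I*v*F. The stabilizers of axonemal microtubules AGAP003120-RA and AGAP012726-RA rose by 2.73 (standard error 0.26, adjusted p = 1.20e-04 from edgeR) and 2.62 (standard error 0.30, adjusted p = 2.39e-04 from edgeR) in M*v*F. In I*v*F they rose by 2.05 (standard error 0.26, adjusted p = 0.00208 from edgeR) and 1.95 (standard error 0.29, adjusted p = 0.00418 from edgeR). Cilia- and flagella-associated protein 206-like (AGAP008870-RA) rose by 1.66 (standard error 0.30, adjusted p = 0.00315 from edgeR) in M*v*F. Cilia- and flagella-associated protein 44-like (AGAP006735-RA) rose by 1.88 (standard error 0.53, adjusted p = 0.0244 from edgeR) in M*v*F and did not pass in I*v*F (1.75 (standard error 0.52, adjusted p = 0.0620 from edgeR)). Its M*v*F call ended without *dsxF*+/+ *XX* replicate 3 and *dsxF*+/+ *XY* replicates 2 and 3 (adjusted p = 0.0624 to 0.0784 from edgeR), and the I*v*F call of AGAP008870-RA ended without *dsxF*-/- *XX* replicates 1, 2 and 3, *dsxF*+/+ *XX* replicates 2 and 3 and *dsxF*+/+ *XY* replicates 1 and 3 (adjusted p = 0.0526 to 0.135 from edgeR).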

In terms of transcripts encoding motor proteins, *s*_*632*_ included some kinesins (AGAP007592-RA, AGAP002427-RA, AGAP000561-RA) and dyneins (AGAP011441-RA, AGAP000320-RA, AGAP010165-RA, AGAP009568-RA, AGAP004416-RA).

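The 3 kinesins, motors that move towards the plus ends of microtubules, rose in both M*v*F and I*v*F, and of the 5 dyneins 4 rose in M*v*F and 3 in I*v*F. Kinesin AGAP007592-RA averaged 2325 ± 976 normalized counts (SD, n = 3) in *dsxF*+/+ *XX*, 6032 ± 94.7 in *dsxF*-/- *XX* and 10944 ± 3356 in *dsxF*+/+ *XY*, and rose by 2.23 (standard error 0.33, adjusted p = 9.90e-04 from edgeR) in M*v*F and 1.38 (standard error 0.32, adjusted p = 0.0270 from edgeR) in I*v*F. Kinesin family members AGAP002427-RA and AGAP000561-RA rose by 1.00 and 1.09 in M*v*F and by 1.03 and 0.83 in I*v*F. Dynein heavy chain AGAP011441-RA, the motor subunit, rose by 3.12 (standard error 0.52, adjusted p = 0.00188 from edgeR) in M*v*F and 2.40 (standard error 0.51, adjusted p = 0.0184 from edgeR) in I*v*F. A second heavy chain, AGAP009568-RA, rose by 2.85 (standard error 0.51, adjusted p = 0.00279 from edgeR) in M*v*F, and its I*v*F value was 1.54 (standard error 0.49, adjusted p = 0.0734 from edgeR). The light chain AGAP004416-RA and the light intermediate chain AGAP010165-RA rose by 1.25 and 1.18 in M*v*F and by 0.83 and 0.81 in I*v*F. The intermediate chain AGAP000320-RA did not pass in M*v*F (1.00 (standard error 0.36, adjusted p = 0.0617 from edgeR)) or in I*v*F (1.18 (standard error 0.36, adjusted p = 0.0653 from edgeR)). Summed over the 3 transcripts of its gene, the values were 0.52 (adjusted p = 0.0499) and 0.82 (adjusted p = 0.0157), both from edgeR. Over the 28 motor-related transcripts that Table S3 gives for *s*_*632*_, a list chosen on these libraries, 26 rose in M*v*F and 21 in I*v*F; 21 and 10 of these calls held under every alternative and with every single library left out. In I*v*F the calls of the 3 kinesins and 3 dyneins all ended without *dsxF*+/+ *XX* replicate 3 (adjusted p = 0.0690 to 0.0979 from edgeR). They also ended without *dsxF*+/+ *XX* replicate 1 for the kinesins, and for each of the 6 without 2 or 3 of the *dsxF*-/- *XX* replicates.

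**Figure D3:**
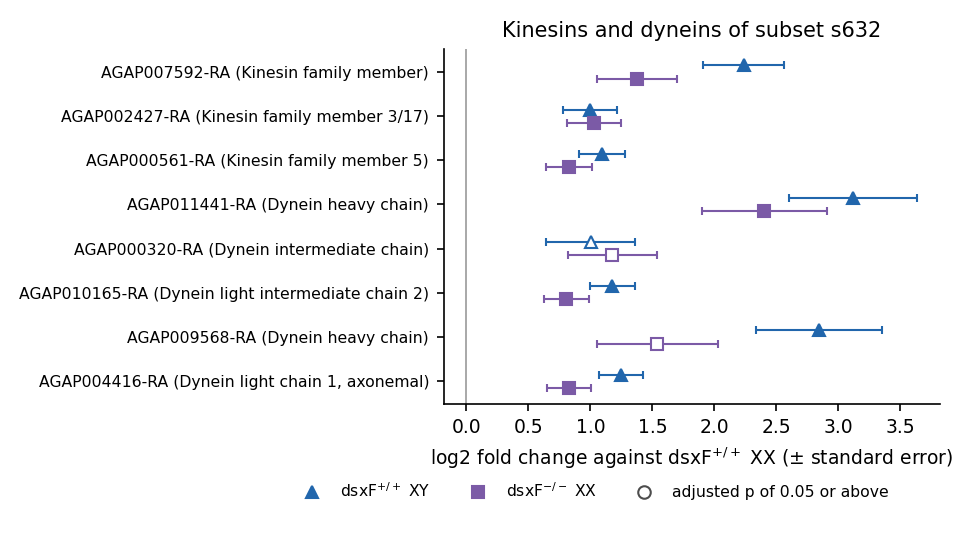
Log2 fold change against *dsxF*+/+ *XX* (horizontal axis) of the 3 kinesins and 5 dyneins of *s*_*632*_ in *dsxF*+/+ *XY* (triangles) and *dsxF*-/- *XX* (squares), with bars for the standard error and open symbols for an adjusted p from edgeR of 0.05 or above. All values lie above 0, and the open symbols are those of AGAP000320-RA in both comparisons and of AGAP009568-RA in *dsxF*-/- *XX*.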

We saw previously that both *dsxF*^*+/+*^ *XY* and *dsxF*^−/−^ *XX* mosquitoes exhibited similar power gains that were also greater than *dsxF*^*+/+*^ *XX* mosquito estimates; the shared structural and motor elements just discussed may directly relate to this finding. We also saw that contrary to *dsxF*^*+/+*^ *XX* mosquitoes, both *dsxF*^*+/+*^ *XY* and *dsxF*^−/−^ *XX* mosquitoes exhibited mechanical frequency tuning that was largely invariant to stimulus intensity. Set *s*_*632*_ includes elements related to ion channels, receptors, and signaling that could be involved in tuning the flagellum. The set includes, for example, *nanchung* (AGAP012241-RA), a key element of the mechanotransduction complex. 

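The mechanotransduction channel subunit *nanchung* (AGAP012241-RA) averaged 1061 ± 129 normalized counts (SD, n = 3) in *dsxF*+/+ *XX*, 2887 ± 357 in *dsxF*-/- *XX* and 3689 ± 230.2 in *dsxF*+/+ *XY*. It rose by 1.80 (standard error 0.18, adjusted p = 1.49e-04 from edgeR) in M*v*F and 1.44 (standard error 0.18, adjusted p = 0.00208 from edgeR) in I*v*F, and its M*v*I value was 0.35 (standard error 0.18, adjusted p = 0.333 from edgeR). Of the 13 channels, receptors and signaling transcripts that Table S3 gives for *s*_*632*_, a list chosen on these libraries, 12 rose in M*v*F and 8 in I*v*F. The pH-sensitive chloride channel 2 (AGAP009616-RA) averaged 11.1 ± 6.51 in *dsxF*+/+ *XX*, 473 ± 29.2 in *dsxF*-/- *XX* and 704 ± 142 in *dsxF*+/+ *XY*, and rose by 5.96 (standard error 0.39, adjusted p = 2.28e-05 from edgeR) in M*v*F and 5.39 (standard error 0.38, adjusted p = 1.82e-04 from edgeR) in I*v*F. A calcium channel beta subunit transcript (AGAP008028-RA) rose by 2.55 (standard error 0.43, adjusted p = 0.00220 from edgeR) in M*v*F and 2.02 (standard error 0.43, adjusted p = 0.0185 from edgeR) in I*v*F. By edgeR in M*v*F alone, the piezo-type mechanosensitive channel transcript AGAP009276-RB rose by 1.92 (standard error 0.37, adjusted p = 0.00422 from edgeR), a G protein–coupled receptor, AGAP002886-RA, by 1.92 (standard error 0.37, adjusted p = 0.00407 from edgeR), and a regulator of G-protein signalling, AGAP000232-RA, by 1.53 (standard error 0.28, adjusted p = 0.00297 from edgeR). Their I*v*F values were 1.18 (standard error 0.36, adjusted p = 0.0671 from edgeR), 1.11 (standard error 0.36, adjusted p = 0.0797 from edgeR) and 0.79 (standard error 0.27, adjusted p = 0.0950 from edgeR). The class b orphan receptor AGAP001562-RA did not pass in M*v*F (0.90 (standard error 0.33, adjusted p = 0.0643 from edgeR)) or in I*v*F (1.10 (standard error 0.33, adjusted p = 0.0611 from edgeR)). With the runs of sample-sheet numbers as a block, AGAP001562-RA passed in M*v*F (adjusted p = 0.0348 from edgeR). In I*v*F both AGAP001562-RA and AGAP002886-RA passed with this block. By limma-voom AGAP001562-RA passed in M*v*F (adjusted p = 0.0444) and in I*v*F (adjusted p = 0.0433), and AGAP009276-RB and AGAP002886-RA passed in I*v*F (adjusted p = 0.0494 and 0.0499). For genes with more than 1 transcript, the deposited values divide the reads by estimation. The potassium channel transcript AGAP003709-RC was at 0 in every *dsxF*+/+ *XX* library and averaged 134 ± 117 normalized counts (SD, n = 3) in *dsxF*-/- *XX* and 163 ± 129.8 in *dsxF*+/+ *XY*, and limma-voom did not call AGAP003709-RC in M*v*F (adjusted p = 0.0561) or I*v*F (adjusted p = 0.0877). AGAP003709-RD averaged 2.13 ± 3.70, 1172 ± 215 and 1981 ± 1293 in *dsxF*+/+ *XX*, *dsxF*-/- *XX* and *dsxF*+/+ *XY*. Summed over the 6 transcripts of this gene, neither M*v*F (0.68, adjusted p = 0.471 from edgeR) nor I*v*F (0.09, standard error 0.68) passed. The pH-sensitive chloride channel transcripts AGAP005599.R500 and AGAP005599.R502 rose by 4.23 and 5.12 in M*v*F, and the sum over 8 transcripts rose by 2.82 in M*v*F (adjusted p = 0.00770 from edgeR), with an I*v*F value of 2.03 (adjusted p = 0.0573). The inwardly-rectifying potassium channel transcript AGAP001281-RB rose by 0.79 (standard error 0.18, adjusted p = 0.0108 from edgeR) in M*v*F, whereas AGAP001281-RA fell by 2.73 (adjusted p = 2.64e-04 from edgeR) and their sum fell by 1.12 (adjusted p = 7.47e-04 from edgeR). With its 3 transcripts summed, the calcium channel beta subunit rose by 1.65 in M*v*F (adjusted p = 0.00663 from edgeR) and did not pass in I*v*F (1.15, adjusted p = 0.0609). By limma-voom AGAP005599.R502 did not pass in I*v*F (adjusted p = 0.0501). The I*v*F calls of AGAP008028-RA, AGAP005599.R502 and AGAP003709-RC ended without *dsxF*-/- *XX* replicates 1 and 3 and *dsxF*+/+ *XX* replicates 1 and 3 (adjusted p = 0.0560 to 0.0603 from edgeR), without *dsxF*-/- *XX* replicates 1, 2 and 3, *dsxF*+/+ *XX* replicate 2 and *dsxF*+/+ *XY* replicate 3 (adjusted p = 0.0542 to 0.0925 from edgeR) and without *dsxF*+/+ *XX* replicate 3 (adjusted p = 0.0534 from edgeR). The M*v*F calls of AGAP001281-RB and of the tachykinin receptor AGAP002824-RA ended without *dsxF*+/+ *XX* replicate 3 (adjusted p = 0.0508 from edgeR) and without *dsxF*+/+ *XX* replicates 1 and 3 and *dsxF*+/+ *XY* replicate 2 (adjusted p = 0.0612 to 0.101 from edgeR).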

Further elements of *s*_*632*_ include *AgOctβ2R* (AGAP002886-RA), an octopamine receptor that has recently been shown to influence male ear tuning,^12^ a piezo-type mechanosensitive ion channel (AGAP009276-RB), some chloride ion channels (AGAP005599.R500, AGAP005599.R502, and AGAP009616-RA), some potassium ion channels (AGAP001281-RB, AGAP003709-RC, AGAP003709-RD), a calcium ion channel (AGAP008028-RA), and a G protein–coupled receptor (AGAP001562-RA). Finally, several cuticle-related transcripts (AGAP000986-RA, AGAP000988-RA, AGAP006830-RA, AGAP006828-RA, AGAP009868-RA, AGAP006283-RB, and AGAP012487-RA) were included in *s*_*632*_ and could be involved in the male-like enlargement of the JO observed in *dsxF*^−/−^ *XX* mutants.

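All 7 of these cuticle transcripts rose in M*v*F and 6 rose in I*v*F. Cuticular protein RR-1 family 58 (AGAP006830-RA) averaged 15.6 ± 8.03 normalized counts (SD, n = 3) in *dsxF*+/+ *XX*, 2519 ± 1059.6 in *dsxF*-/- *XX* and 3196 ± 1032 in *dsxF*+/+ *XY*, a rise of 7.66 (standard error 0.55, adjusted p = 3.52e-05 from edgeR) in M*v*F and 7.31 (standard error 0.54, adjusted p = 1.82e-04 from edgeR) in I*v*F. RR-1 family 60 (AGAP006828-RA) averaged 2.93 ± 3.56, 468 ± 129.6 and 243 ± 54.9 in the same order. RR-2 family 152 (AGAP012487-RA) was at 0 in every *dsxF*+/+ *XX* library and, against a floor of 3 counts over the group, at least 19.2-fold higher in *dsxF*+/+ *XY* and 27.9-fold higher in *dsxF*-/- *XX*. RR-2 family 70 (AGAP006283-RB) rose by 4.00 (standard error 0.71, adjusted p = 0.00944 from edgeR) in I*v*F, with an M*v*I value of −1.48 (standard error 0.63, adjusted p = 0.238 from edgeR). The further cuticular proteins, AGAP000988-RA and AGAP000986-RA, rose by 2.12 and 0.77 in M*v*F and by 1.63 and 0.73 in I*v*F, and RR-1 family 73 (AGAP009868-RA) rose in M*v*F and did not pass in I*v*F (2.73 (standard error 0.80, adjusted p = 0.0580 from edgeR)). The paper chose these transcripts on these libraries. In M*v*F, the call of AGAP006283-RB ended without *dsxF*+/+ *XX* replicate 3 and *dsxF*+/+ *XY* replicate 3 (adjusted p = 0.0570 and 0.0684 from edgeR). That of AGAP009868-RA ended without *dsxF*+/+ *XX* replicate 3 and *dsxF*+/+ *XY* replicate 1 (adjusted p = 0.0513 and 0.0738 from edgeR). That of AGAP000986-RA ended without *dsxF*+/+ *XX* replicate 3 and *dsxF*+/+ *XY* replicate 3 (adjusted p = 0.0792 and 0.0628 from edgeR). In I*v*F, the call of AGAP000988-RA ended without *dsxF*-/- *XX* replicates 1, 2 and 3 and *dsxF*+/+ *XX* replicate 3 (adjusted p = 0.0572 to 0.0883 from edgeR) and that of AGAP000986-RA without *dsxF*-/- *XX* replicates 1 and 3, *dsxF*+/+ *XX* replicates 1 and 3 and *dsxF*+/+ *XY* replicates 1, 2 and 3 (adjusted p = 0.0503 to 0.185 from edgeR).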

As alluded to above, transcripts related to auditory maleness only partly influenced by DsxF are included in *s*_*89*_, and possibly also *s*_*1092*_. Several ion channels, receptors, and signaling-related transcripts that were only partly recovered in the *dsxF*^−/−^ *XX* mutants relative to *dsxF*^*+/+*^ *XY* are found in *s*_*1092*_, including two potassium ion channels (AGAP000254-RA and AGAP011924-RA), the GABA-gated chloride ion channel *Rdl* (AGAP006028-RC) and three other chloride ion channels (AGAP005599.R499, AGAP005599.R504, and AGAP005777-RA), *TRPM* (AGAP006825-RA), a nicotinic acetylcholine receptor component (AGAP002152-RA), two ionotropic receptors (AGAP001478-RA and AGAP005527-RA), and two G protein–coupled receptors (AGAP002888-RC and AGAP004222-RA).

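The potassium channel subfamily K transcript AGAP011924-RA averaged 766 ± 145 normalized counts (SD, n = 3) in *dsxF*+/+ *XX*, 1038 ± 76.8 in *dsxF*-/- *XX* and 1349.9 ± 13.2 in *dsxF*+/+ *XY*, and rose by 0.82 (standard error 0.18, adjusted p = 0.00874 from edgeR) in M*v*F, with an I*v*F value of 0.44 (standard error 0.18, adjusted p = 0.158 from edgeR). The Shaker-related potassium channel AGAP000254-RA rose by 1.81 (standard error 0.48, adjusted p = 0.0203 from edgeR) in M*v*F, and its I*v*F value was 0.59 (standard error 0.47, adjusted p = 0.481 from edgeR). The ionotropic receptors AGAP001478-RA (NMDAR1) and AGAP005527-RA (NMDAR3), subunits of glutamate-gated channels, rose by 1.12 (standard error 0.27, adjusted p = 0.0118 from edgeR) and 1.19 (standard error 0.33, adjusted p = 0.0222 from edgeR) in M*v*F. The chloride channel transcripts AGAP005599.R499 and AGAP005777-RA rose by 7.55 and 1.06 in M*v*F (adjusted p = 0.00499 and 0.0108 from edgeR). In M*v*F, *Rdl* (AGAP006028-RC, 1.51 (standard error 0.65, adjusted p = 0.108 from edgeR)), *TRPM* (AGAP006825-RA, 0.99 (standard error 0.37, adjusted p = 0.0718 from edgeR)) and the nicotinic acetylcholine receptor subunit AGAP002152-RA (1.17 (standard error 0.45, adjusted p = 0.0805 from edgeR)) did not pass. The same held for AGAP005599.R504 (3.69, adjusted p = 0.0535), AGAP002888-RC (1.29, adjusted p = 0.0864) and AGAP004222-RA (0.90, adjusted p = 0.0579) by edgeR. With the runs of sample-sheet numbers as a block, AGAP006825-RA (adjusted p = 0.0412) and AGAP004222-RA (adjusted p = 0.0312) passed by edgeR. Of the 13 transcripts of this class that Table S3 gives for *s*_*1092*_, a list chosen on these libraries, 7 rose in M*v*F. By edgeR none rose in I*v*F or M*v*I, where 3 and 5 had an unadjusted p under 0.05 and DESeq2 and limma-voom also called none. The median log2 fold change of the 13 was 1.19 in M*v*F, 0.53 in I*v*F and 0.67 in M*v*I, and all 13 lay above 0 in M*v*I. The M*v*F call of AGAP000254-RA ended without *dsxF*+/+ *XX* replicates 1 and 3 and *dsxF*+/+ *XY* replicate 2 (adjusted p = 0.0607 to 0.0702 from edgeR) and that of AGAP005527-RA without *dsxF*+/+ *XX* replicates 1 and 3 and *dsxF*+/+ *XY* replicate 2 (adjusted p = 0.0601 to 0.0764 from edgeR). With 2 transcripts summed, the gene of AGAP005777-RA did not pass in M*v*F (0.51, adjusted p = 0.0804 from edgeR).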

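The axonemal dynein intermediate chain 2 (AGAP011540-RA), part of the outer arms that drive ciliary beating, averaged 391 ± 18.1 normalized counts (SD, n = 3) in *dsxF*+/+ *XX*, 3371 ± 419.6 in *dsxF*-/- *XX* and 8875 ± 271 in *dsxF*+/+ *XY*. It rose by 4.50 (standard error 0.19, adjusted p = 4.39e-06 from edgeR) in M*v*F, 3.11 (standard error 0.18, adjusted p = 7.59e-05 from edgeR) in I*v*F and 1.40 (standard error 0.17, adjusted p = 0.00176 from edgeR) in M*v*I. The axonemal dynein intermediate chain 1 (AGAP008689-RB) rose by 3.66 (standard error 0.29, adjusted p = 5.87e-05 from edgeR) in M*v*F, 2.39 (standard error 0.28, adjusted p = 0.00174 from edgeR) in I*v*F and 1.26 (standard error 0.27, adjusted p = 0.0214 from edgeR) in M*v*I. The axonemal dynein light intermediate chain AGAP004030-RA averaged 41.2 ± 12.9, 65.0 ± 9.15 and 111 ± 5.89 in *dsxF*+/+ *XX*, *dsxF*-/- *XX* and *dsxF*+/+ *XY*, and rose by 1.43 (standard error 0.32, adjusted p = 0.00873 from edgeR) in M*v*F, with an I*v*F value of 0.65 (standard error 0.31, adjusted p = 0.228 from edgeR). Of the 9 motor-related transcripts that Table S3 gives for *s*_*1092*_, a list chosen on these libraries, 6 rose in M*v*F. They include the dynein light chain AGAP006887-RA (1.28), the kinesins AGAP000159-RA (1.30) and AGAP000575-RA (2.59) and myosin VI (AGAP000776-RA, 1.11). Myosin I (AGAP004403-RA, 1.34 (standard error 0.46, adjusted p = 0.0536 from edgeR)), myosin XV (AGAP029989.R839, 1.14 (standard error 0.43, adjusted p = 0.0728 from edgeR)) and myosin XVIII (AGAP011138-RB, 1.29 (standard error 0.46, adjusted p = 0.0605 from edgeR)) did not pass in M*v*F. With the runs of sample-sheet numbers as a block, AGAP000575-RA did not pass (adjusted p = 0.0595), whereas AGAP004403-RA (adjusted p = 0.0397) and AGAP011138-RB (adjusted p = 0.0472) passed, all by edgeR. By edgeR none of the 9 rose in I*v*F or M*v*I, where 2 and 3 had an unadjusted p under 0.05 and DESeq2 and limma-voom also called none, and the median I*v*F value was 0.77. The M*v*I call of AGAP008689-RB ended without *dsxF*-/- *XX* replicates 1, 2 and 3 and *dsxF*+/+ *XY* replicates 2 and 3 (adjusted p = 0.0529 to 0.0908 from edgeR). Of the 6 calls in M*v*F, 1 held under every alternative and with every single library left out, that of AGAP004030-RA. The calls ended without *dsxF*+/+ *XX* replicates 1 and 3 and *dsxF*+/+ *XY* replicate 2 (adjusted p = 0.0630 to 0.0774 from edgeR) for AGAP006887-RA, without *dsxF*-/- *XX* replicates 1, 2 and 3, *dsxF*+/+ *XX* replicates 1 and 3 and *dsxF*+/+ *XY* replicates 2 and 3 (adjusted p = 0.0577 to 0.144 from edgeR) for AGAP000159-RA and without *dsxF*+/+ *XX* replicates 1 and 3 and *dsxF*+/+ *XY* replicates 2 and 3 (adjusted p = 0.0501 to 0.0814 from edgeR) for AGAP000776-RA.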

Set *s*_*89*_ includes just two transcripts encoding dynein motor proteins (AGAP008689-RB and AGAP011540-RA) that were only partly recovered in *dsxF*^−/−^ *XX* mutants relative to *dsxF*^*+/+*^ *XY*, whereas set *s*_*1092*_ includes two dyneins (AGAP006887-RA and AGAP004030-RA), two kinesins (AGAP000159-RA and AGAP000575-RA), and four myosins (AGAP004403-RA, AGAP000776-RA, AGAP029989.R839, and AGAP011138-RB). A characteristic male feature that was not recovered in *dsxF*^−/−^ *XX* was that of SSOs of the flagellum. It is possible that partial recovery of expression in the signaling and motor-related transcripts just discussed is related to the lack of SSOs in the *dsxF*^−/−^ *XX* mutants. These transcripts, thus, may form part of the machinery that brings SSOs about.

It is also possible that SSOs are a manifestation of auditory maleness that is not under the influence of DsxF. Looking at *s*_*172*_, we find several ion channels, receptors, and signaling transcripts that are significantly higher in *dsxF*^*+/+*^ *XY* compared with both *dsxF*^*+/+*^ *XX* and *dsxF*^−/−^ *XX* but similar in expression in *dsxF*^*+/+*^ *XX* and *dsxF*^−/−^ *XX*. Such transcripts could be key factors for SSOs, as these flagellar oscillations have been shown to be influenced by neurochemical and efferent-related modulation of the male hearing system.^9^^,^^12^ The set includes two potassium ion channels (AGAP001284-RA, AGAP005251-RA), a histamine-gated chloride ion channel subunit (AGAP001990-RA), a nicotinic acetylcholine receptor subunit (AGAP005034-RA), and a metabotropic glutamate receptor (AGAP005034-RA).

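The putative metabotropic glutamate receptor 5 (AGAP005034-RA) averaged 996 ± 96.5 normalized counts (SD, n = 3) in *dsxF*+/+ *XY*, 36.2 ± 7.91 in *dsxF*-/- *XX* and 61.1 ± 19.3 in *dsxF*+/+ *XX*. Its log2 fold change was 4.03 (standard error 0.28, adjusted p = 3.18e-05 from edgeR) in M*v*F, 4.78 (standard error 0.29, adjusted p = 9.92e-05 from edgeR) in M*v*I and −0.75 (standard error 0.27, adjusted p = 0.111 from edgeR) in I*v*F. The inwardly-rectifying potassium channel AGAP001284-RA averaged 71.7 ± 14.7 in *dsxF*+/+ *XY*, 1.20 ± 1.33 in *dsxF*-/- *XX* and 1.08 ± 1.16 in *dsxF*+/+ *XX*, and rose by 5.97 (standard error 0.91, adjusted p = 0.00121 from edgeR) in M*v*F and 5.69 (standard error 0.89, adjusted p = 0.00602 from edgeR) in M*v*I. The voltage-gated potassium channel AGAP005251-RA rose by 2.36 (standard error 0.58, adjusted p = 0.0136 from edgeR) in M*v*F and 2.44 (standard error 0.58, adjusted p = 0.0335 from edgeR) in M*v*I, and its I*v*F value was −0.08 (standard error 0.56). The histamine-gated chloride channel subunit AGAP001990-RA rose by 2.13 (standard error 0.53, adjusted p = 0.0152 from edgeR) in M*v*F and did not pass in M*v*I (1.89 (standard error 0.53, adjusted p = 0.0650 from edgeR)). Table S3 gives the nicotinic acetylcholine receptor subunit alpha 3 as AGAP000329-RA, which rose by 1.38 (standard error 0.32, adjusted p = 0.0109 from edgeR) in M*v*F and did not pass in M*v*I (1.01 (standard error 0.32, adjusted p = 0.102 from edgeR)). The putative allatostatin receptor 1 (AGAP003658-RA), a neuropeptide receptor, rose by 1.84 (standard error 0.36, adjusted p = 0.00489 from edgeR) in M*v*F and had an M*v*I value of 1.12 (standard error 0.35, adjusted p = 0.108 from edgeR). Of the 7 channels, receptors and signaling transcripts that Table S3 gives for *s*_*172*_, a list chosen on these libraries, all rose in M*v*F and 3 rose in M*v*I. By edgeR none rose in I*v*F, where 1 was higher and 1 lower at an unadjusted p under 0.05 and DESeq2 and limma-voom called none; their median I*v*F log2 fold change was 0.28. The M*v*I call of AGAP005251-RA ended without *dsxF*-/- *XX* replicates 2 and 3, *dsxF*+/+ *XX* replicate 3 and *dsxF*+/+ *XY* replicate 2 (adjusted p = 0.0507 to 0.137 from edgeR), and the M*v*F call of AGAP001990-RA ended without *dsxF*+/+ *XX* replicate 1 (adjusted p = 0.0521 from edgeR).

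**Figure D4:**
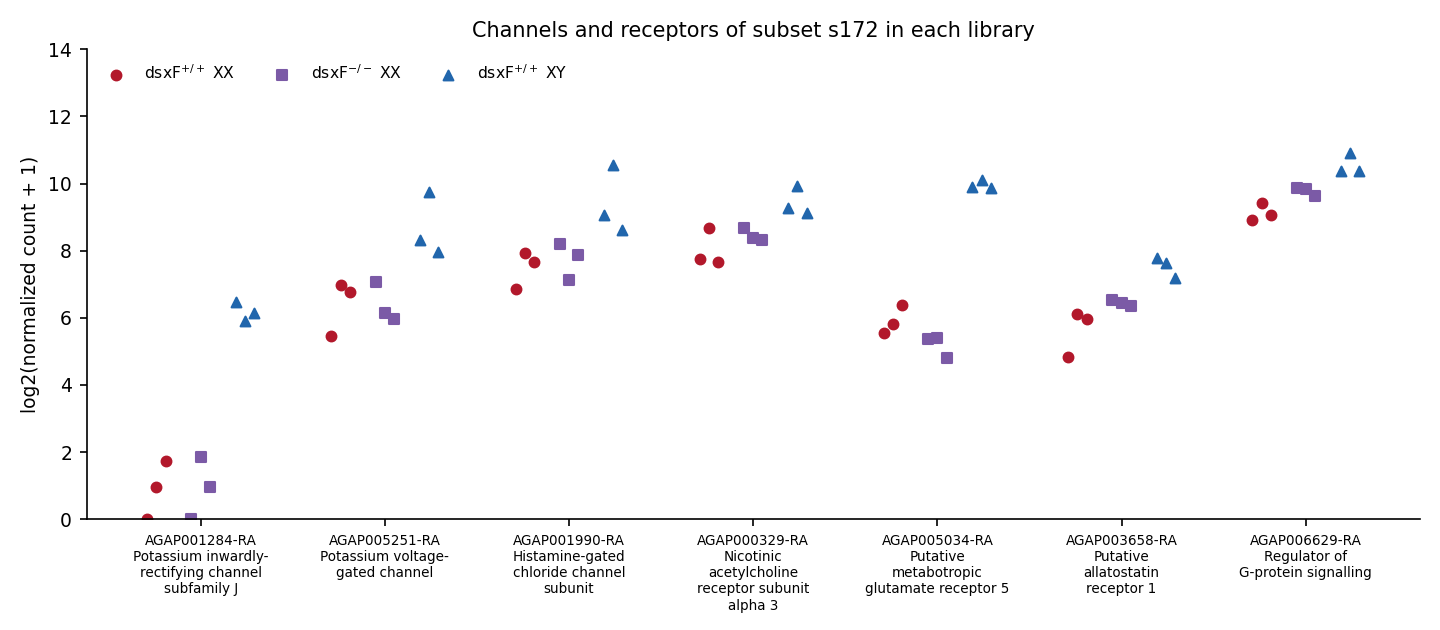
Log2 of the normalized count plus 1 (vertical axis) of the 7 channels, receptors and signaling transcripts of *s*_*172*_ (horizontal axis), with 1 point per library of *dsxF*+/+ *XX*, *dsxF*-/- *XX* and *dsxF*+/+ *XY*. The 3 *dsxF*+/+ *XY* libraries lie above the *dsxF*+/+ *XX* and *dsxF*-/- *XX* libraries for each transcript.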

To provide additional support for our comparisons between *dsxF*^*+/+*^ *XY* and *dsxF*^*+/+*^ *X*X, we reanalyzed previously published RNA-seq pedicel data for *An. gambiae* (Kisumu strain).^14^ Using the same analysis method as for the *dsxF* mosquitoes, we found 1,447 genes significantly upregulated in male Kisumu pedicels compared with female Kisumu and 2,073 significantly downregulated (Figure S6A). By comparing the lists of significantly upregulated and downregulated genes in both analyses, we found 1,568 genes significantly upregulated in male compared with female pedicels in both strains (44.3% of all differentially expressed genes), as well as 2,051 significantly downregulated (Figure S6B and S6C). 

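Of the 1568 transcripts that Table S5 lists as upregulated in both strains, 1562 were tested in the *dsxF* libraries. In M*v*F 1216 of them rose and 0 fell by edgeR (at an adjusted p under 0.05), and all 1562 had a log2 fold change above 0, with a median of 1.07. In I*v*F 395 of them rose, with a median of 0.63. The list held 83.7% of the transcripts called higher in *dsxF*+/+ *XY* than in *dsxF*+/+ *XX* here. All 1568 are among the 1985 that the paper gives as upregulated in M*v*F. The list is longer than the paper's count of genes upregulated in Kisumu males, so its label and that count conflict. Which of them is wrong was not settled here, so the share may not be a share of genes upregulated in Kisumu. The list was chosen in part on these libraries, so its M*v*F direction is not independent evidence. The Kisumu libraries and the list of downregulated genes were not analysed here.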

GO term enrichment analyses of the 1,568 genes significantly upregulated in both strains identified terms related to microtubules, cytoskeleton, and cilium (Figure S6D; Table S5). Of the 82 genes highlighted in Table S3 that were upregulated in *dsxF*^*+/+*^ *XY* pedicels compared with *dsxF*^*+/+*^ *X*X, 66 were also upregulated in male Kisumu pedicels compared with females.

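Of the 82 transcripts highlighted in Table S3, 80 were tested, 68 rose in M*v*F and 37 rose in I*v*F, while in M*v*I 6 were higher in *dsxF*+/+ *XY* and 1, tektin-2 (AGAP008275-RA), was lower. All 3 *dsxF*+/+ *XY* libraries lay above all 3 *dsxF*+/+ *XX* libraries for 75 of them, and all 3 *dsxF*-/- *XX* libraries lay above all 3 *dsxF*+/+ *XX* libraries for 58. The list in Table S5 held 65 of the 82, of which 57 rose in M*v*F, and 11 of the other 17 rose as well. Cuticular proteins AGAP003385-RA and AGAP013465-RA did not pass edgeR's rule for low counts, with 19.7 ± 10.5 and 19.6 ± 12.1 normalized counts (SD, n = 3) in *dsxF*+/+ *XY*. Of the M*v*F calls, 43 held under every alternative that tested the transcript and with every single library left out, as did 19 of those in I*v*F. The highlighted transcripts were chosen by the paper on these libraries for being higher in *dsxF*+/+ *XY*. Calls are from edgeR's quasi-likelihood test; DESeq2 called 82 of the 82 in M*v*F, 50 in I*v*F and 11 as higher in *dsxF*+/+ *XY* in M*v*I.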

### Comparison with previously published testes RNA-seq data highlights tissue-specific factors related to the motile cilia machinery

The presence of SSOs in male mosquitoes constitutes complementary evidence for their “active hearing,” the broader phenomenon by which the ear injects energy into and thereby amplifies the reception of external signals. Several motor protein and motor protein–related transcripts were identified in the previous paragraphs that characterize both DsxF-inhibited and DsxF-independent male-specific expression, suggesting a more fundamental link between auditory cellular motility and maleness as auditory neurons and sperm are the only two known specialized cells that contain motile cilia in insects (Figure 4A).

**Figure 4:**
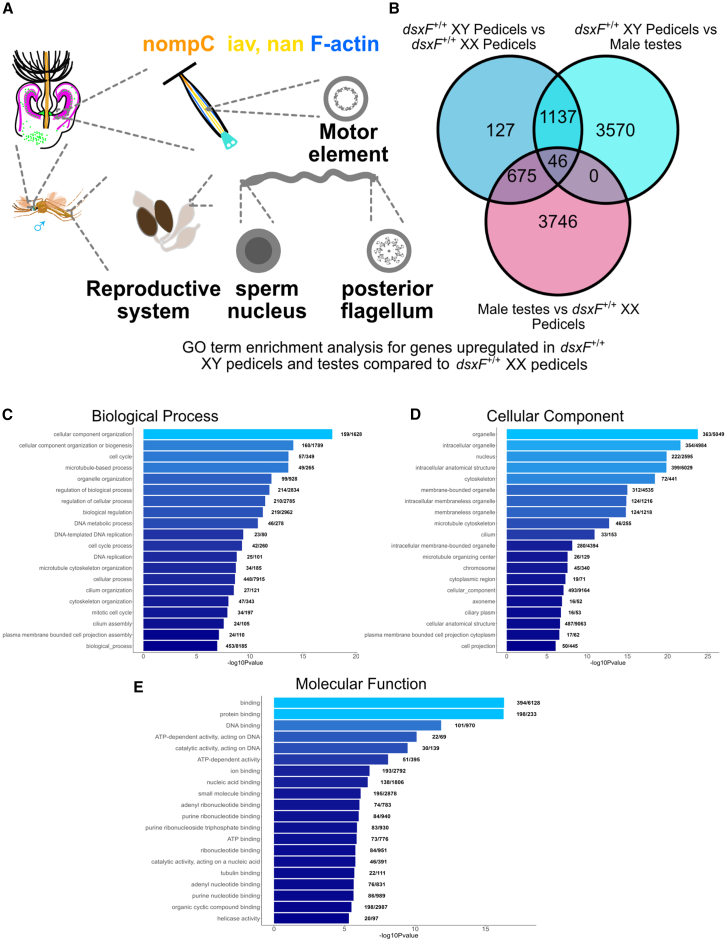
Comparisons of ears and testes enables identification of tissue-specific ciliary motility–related factors (A) Schematic of tissues containing motile cilia in male mosquitoes. (B) Venn diagram of pedicel/testes gene intersections showing those differentially regulated between groups. Upregulated group is to the left-hand side of the group name. (C) GO term enrichment analysis (biological process terms) for genes upregulated in male pedicels and testes compared with *dsxF*^+/+^ *XX*. (D) GO term enrichment analysis (cellular component terms) for genes upregulated in male pedicels and testes compared with *dsxF*^+/+^ *XX*. (E) GO term enrichment analysis (molecular function terms) for genes upregulated in male pedicels and testes compared with *dsxF*^+/+^ *XX*.

To investigate this relationship further we contrasted our pedicel RNA-seq dataset with an existing testes RNA-seq database.^27^ We identified 675 genes (*s*_*675*_) upregulated in both male pedicels and testes compared with *dsxF*^+/+^ *XX* pedicels (Figure 4B). GO enrichment analyses applied to *s*_*675*_ genes identified terms related to dynein assembly and microtubule binding/regulation (Figures 4C–4E). These dynein- and microtubule-related genes could also be differentially regulated between male tissues, with some showing significantly increased expression only in pedicels or testes (Table S6). 

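In pedicels, transcripts on the paper’s list of dyneins in Table S6 were higher in *dsxF*-/- *XX* than in *dsxF*+/+ *XX*: of the 37 tested, 13 rose and 0 fell in I*v*F by edgeR (21 rose when adjusted over the list alone), with 23 higher and 0 lower at an unadjusted p under 0.05, 20 and 0 by DESeq2 and 15 and 0 by limma-voom. The median log2 fold change was 0.80, and camera with its preset correlation gave an adjusted p of 3.20e-11 for the list against other transcripts. With the libraries of both groups mixed, edgeR called 0 transcripts, but camera still called up to 8 of the 12 lists in I*v*F. Its p therefore does not measure the spread between libraries. In M*v*F 13 of the dyneins rose and 4 fell (15 and 4 when adjusted over the list alone), with a median of 0.58. AGAP011539-RA, whose gene the table lists as higher in testes than in pedicels, fell by 2.65 (standard error 0.18, adjusted p = 2.69e-05 from edgeR) in M*v*F. Of the 15 listed as higher in pedicels than in testes, 8 rose and 1 fell in M*v*F, and of 18 tested that are listed as higher in testes, 3 rose and 2 fell. Of 138 tested transcripts on the list of tubulins, 39 rose and 15 fell in M*v*F (41 and 18 when adjusted over the list alone), with a median of 0.54, and 22 rose and 4 fell in I*v*F (22 and 6), with a median of 0.34. Of the 57 listed as higher in pedicels, 21 rose and 3 fell in M*v*F, and of 56 tested that are listed as higher in testes, 13 rose and 6 fell. Stabilizer of axonemal microtubules 1-like (AGAP003120-RA) is on this list, and so is AGAP001570-RA, which rose by 4.02 (standard error 0.38, adjusted p = 1.20e-04 from edgeR) in M*v*F. In M*v*F, camera with its preset correlation gave adjusted p = 1.80e-04 for the dyneins and 2.59e-04 for the tubulins, and in I*v*F 1.68e-04 for the tubulins. With an estimated correlation the adjusted p was 0.135, 0.234 and 0.225, and for the dyneins in I*v*F it was 0.0331. In M*v*I 2 dyneins rose and 5 fell (camera adjusted p = 0.835), and 1 tubulin rose and 5 fell. The tubulin list as a whole nevertheless leaned towards higher in *dsxF*+/+ *XY*, with a median of 0.17. For this direction camera gave an adjusted p of 0.0305, and adjusted p = 0.480 with an estimated correlation. The paper drew these lists from genes expressed in pedicels and testes, and the testes libraries were not analysed here.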

Further analyses showed that, similar to *s*_*632*_ of the pedicel comparisons’ intersectional subsets, *s*_*675*_ included transcripts AGAP005250-RA (protein kintoun), AGAP010971-RA (tubulin), and AGAP008275-RA (tektin-2).

Furthermore, *s*_*675*_ included two ionotropic receptors also found in *s*_*1092*_ (AGAP005527-RA and AGAP001478-RA), a potassium ion channel (AGAP003709-RA), and a piezo-type mechanosensitive ion channel component (AGAP009276-RB) that were also in *s*_*632*_. In terms of motor-related transcripts, *s*_*675*_ included one dynein (AGAP004030-RA), two myosins (AGAP004403-RA and AGAP01138-RA), and one kinesin (AGAP000575-RA) that were also in *s*_*1092*_ (with the exception of AGAP01138-RA; *s*_*1092*_ included the -RB isoform of the transcript). 

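Of the transcripts named here, the dynein light intermediate chain AGAP004030-RA, the kinesin AGAP000575-RA, the ionotropic receptors AGAP005527-RA and AGAP001478-RA and the piezo-type channel component AGAP009276-RB rose in M*v*F, and the kinesin averaged 3.45 ± 3.37 normalized counts (SD, n = 3) in *dsxF*+/+ *XX* and 21.9 ± 11.9 in *dsxF*+/+ *XY*. With the runs of sample-sheet numbers as a block, AGAP000575-RA did not pass (adjusted p = 0.0595 from edgeR) and AGAP004403-RA passed (adjusted p = 0.0397 from edgeR). Myosin I (AGAP004403-RA) averaged 280.4 ± 93.4 in *dsxF*+/+ *XX*, 395 ± 107 in *dsxF*-/- *XX* and 712 ± 468 in *dsxF*+/+ *XY*. In M*v*F it did not pass by edgeR with all libraries and no block. It passed by DESeq2, with all libraries or only the groups compared, and in the fit of transcripts summed to genes. AGAP011138-RA, the other transcript of the myosin XVIII gene, as which the paper's AGAP01138-RA is read here, averaged 923 ± 196 in *dsxF*+/+ *XX*, 483 ± 100.1 in *dsxF*-/- *XX* and 301 ± 15.5 in *dsxF*+/+ *XY*, so that it fell by 1.62 (standard error 0.22, adjusted p = 6.36e-04 from edgeR) in M*v*F, while the sum of both transcripts had a log2 fold change of 0.35 (adjusted p = 0.270 from edgeR). The potassium channel transcript AGAP003709-RA had an M*v*F value of −0.23 (standard error 1.86, adjusted p = 0.939 from edgeR). The M*v*F call of AGAP000575-RA ended without *dsxF*-/- *XX* replicates 1 and 2, *dsxF*+/+ *XX* replicates 2 and 3 and *dsxF*+/+ *XY* replicates 1 and 2 (adjusted p = 0.0567 to 0.123 from edgeR) and that of AGAP005527-RA without *dsxF*+/+ *XX* replicates 1 and 3 and *dsxF*+/+ *XY* replicate 2 (adjusted p = 0.0601 to 0.0764 from edgeR). The testes libraries were not analysed here.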

Set *s*_*675*_ also included four additional dyneins that were in *s*_*632*_ (AGAP004416-RA, AGAP011441-RA, AGAP009568-RA, and AGAP010165-RA).

## Discussion

### Disruption of the female-specific exon of *doublesex* leads to female hearing systems being partially converted to male hearing systems

Sexual dimorphisms in mosquito hearing function are in part the result of differences in ear anatomy. The roles played by different neuronal populations as well as auditory efferents are a major part of these differences in function.^1^ Auditory efferent fibers, although clearly abundant in the ears of male *An. gambiae*, were found in far smaller numbers for conspecific females both here and in previous work.^9^ The loss of the *dsxF* protein in homozygous mutant females appeared to not only increase the number of neurons in mutant female ears compared with wild-type females but also increase the number of efferent terminals located in the JO (Figures 1 and S1). This mutation was not sufficient, however, to completely transform female ears into male ears, with *dsxF*^−/−^ *XX* ears remaining smaller than all male ears in terms of neuronal counts. This seemingly intersex number of neurons in *dsxF*^−/−^ *XX* JOs could be related to the increased magnitude of the compound action potentials we recorded in *dsxF*^−/−^ *XX* compared with *dsxF*^+/+^ *XX.*

Although absolute changes in neuronal number are important, the number of cuticular prongs, which mechanically connect JO neurons to the base of the flagellum, are also relevant. These prongs physically partition neuronal groups into distinct functional planes.^9^ Further work is needed not only to quantify these prongs—likely to show intersex characteristics in *dsxF*^−/−^ *XX* ears given previously reported sex-related differences^25^—but also to count the neurons present within the different JOs. The incomplete transformation of female ears observed after disrupting *dsxF* expression is presumably due to the absence of DsxM expression, which appears necessary (along with *fruitless*) for full masculinization.

Functionally, *dsxF*^−/−^ *XX* mutant mechanical and electrical tuning appeared different from controls of both sexes (Figures 2 and S2). Mechanical frequency tuning was distinct from both control males and females (Table 1). *dsxF*^−/−^ *XX* mutants were able to produce significantly greater compound action potentials than *dsxF*^+/+^ *XX* following exposure to identical stimuli in terms of flagellar displacement, in agreement with their apparent increase in neuronal number. Interestingly, the *dsxF*^−/−^ *XX* ear was also found to be much stiffer than ears of *dsxF*^+/+^ *XX*, with substantially greater amounts of force required to achieve equivalent displacements (Figure S3). Neurons have been shown to contribute to the stiffness of the antennal sound receiver in *Drosophila*^28^; the increase of neuronal number in *dsxF*^−/−^ *XX* ears is thus a contributing cause for the increased CAP responses and stiffness, but other causal factors are also likely to be at play. Increases in stiffness could have several underlying causes, from changes in ion channel expression^29^ to different numbers of mechanotransduction units to altered cuticular structures attaching JO neurons to the flagellum^30^^,^^31^ (Table S3). Most notably in this context, another principal parameter of receiver mechanics, the apparent mass of the *dsxF*^−/−^ *XX* flagellum is fully restored to the level of the *dsxF*^+/+^ *XY* controls.

### SSOs remain a male-specific phenomenon

Perhaps most importantly, however, mutants failed to exhibit SSOs, the hallmark of male mosquito ears and potentially the central component of the male’s ability to identify the faint sound of a female within the din of a swarm.^9^^,^^13^^,^^14^ Autonomous receiver vibrations have been observed in females following injection of DMSO,^13^ but these are quantitatively and qualitatively distinct from the SSOs seen in male receivers and much more resemble the autonomous oscillations observed in *Drosophila* after genetic or pharmacological manipulation. Most notably, injection of compounds that specifically sever the efferent/afferent feedback loops between the ear and brain induced SSOs only in males.^9^ Our data—and our corresponding intersectional analysis—will help to close in on the molecular machinery for SSOs. Although it is possible, and even likely, that SSOs originate from the interaction of several molecular factors, our study has made a dedicated effort to narrow the list of candidates down to a manageable number. The most promising list is provided by subset *s*_*172*_.

The substantial amplification (lifting the receiver’s power gain by almost four orders of magnitude) provided by the male’s SSOs is a remarkable feature,^9^ rivaling the unique amplification carried out by the piezo-crystal-like protein Prestin in the lateral walls of mammalian outer hair cells.^32^ Although it is likely that SSOs originate from ciliary motility factors, such as dyneins, and although it has also been shown that the auditory power gain in *Drosophila* is independent of Prestin homologs,^33^ it remains to be seen if this also holds true for mosquitoes. Although the precise molecular causes of SSOs are thus not yet resolved, it seems clear that SSOs are a property originating from the auditory JO neurons proper, although they may be modulated by efferent, neuromuscular, or other synaptic input.^34^

### Transcriptomic analyses revealed upregulation of ciliary motility factors in the absence of DsxF

Our RNA-seq analyses found upregulation of a number of ion channels and receptors in *dsxF*^+/+^ *XY* pedicels when compared with *dsxF*^+/+^ *XX*. 

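The 7 potassium channel transcripts highlighted in Table S3 all rose in M*v*F, with a median log2 fold change of 2.36, although 3 of them belong to the genes AGAP003709 and AGAP001281, whose transcripts summed gave 0.68 (adjusted p = 0.471 from edgeR) and −1.12 (adjusted p = 7.47e-04 from edgeR). Of the 9 sodium, calcium and chloride channel transcripts 7 rose, with a median of 3.69. Of 7 neurotransmitter receptor transcripts 5 rose, with a median of 1.38. Over all 33 channels, receptors and signaling transcripts the table highlights, 26 rose and none fell by edgeR (33 and 0 when adjusted over the list alone), with a median of 1.80. None of the 33 fell at an unadjusted p under 0.05 or by DESeq2 or limma-voom. The paper chose these transcripts on these libraries for being higher in *dsxF*+/+ *XY*, so neither the counts nor the tests are independent evidence of direction. Against all other transcripts, camera gave an adjusted p of 1.13e-12 for the 33, 1.96e-04 for potassium channels, 3.77e-05 for sodium, calcium and chloride channels and 3.27e-04 for neurotransmitter receptors. With the libraries of both groups mixed, camera still called up to 11 of the 12 lists, so its p does not measure the spread between libraries. The call of the potassium channels held with an estimated correlation (adjusted p = 0.0477), and the others did not: 0.109 for the 33, 0.109 for sodium, calcium and chloride channels and 0.195 for neurotransmitter receptors, each an adjusted p with an estimated correlation. In M*v*I 3 of the 33 rose (5 when adjusted over the list alone; camera adjusted p = 9.84e-09, and adjusted p = 0.155 with an estimated correlation).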

Any one, or combination, of these candidates may be necessary for SSOs. Beyond changes in ion channel counts, however, our analyses also found substantial enrichment of motile ciliary-related factors in *dsxF*^+/+^ *XY* compared with *dsxF*^+/+^ *XX* pedicels, some of which were fully recovered upon DsxF mutation and some only partly—this extended to microtubules, dyneins, myosins, kinesins, and flagella-associated proteins. 

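Of the 39 motor-related transcripts highlighted in Table S3, 34 rose in M*v*F (39 when adjusted over the list alone), with a median log2 fold change of 1.30. They include 11 of 12 dyneins (median 1.35), all 6 kinesins and kinesin-associated transcripts (median 1.20) and all 8 transcripts for ciliary assembly and the axoneme (median 1.96). The light chain of dynein AGAP006887-RA averaged 2515 ± 830.1 normalized counts (SD, n = 3) in *dsxF*+/+ *XX*, 4383 ± 502 in *dsxF*-/- *XX* and 6110.3 ± 2791 in *dsxF*+/+ *XY*. Myosin VI (AGAP000776-RA) averaged 833 ± 344, 1422 ± 291 and 1795 ± 345 in the same order, and the other 3 myosins did not pass. Calls are from edgeR's quasi-likelihood test. Against all other transcripts, camera gave adjusted p = 3.27e-17 for the 39, 1.42e-08 for dyneins, 4.20e-04 for kinesins and 1.73e-06 for ciliary assembly, and these calls held with an estimated correlation (adjusted p = 0.0287, 0.0287, 0.0435 and 0.0331). With the libraries of both groups mixed, camera at its preset correlation still called up to 11 of the 12 lists. The p at that setting does not measure the spread between libraries. The paper chose these transcripts on these libraries for being higher in *dsxF*+/+ *XY*, so the tests are not independent evidence of direction. In M*v*I 2 of the 39 rose and 1 fell, with a median of 0.40 (camera adjusted p = 3.04e-05, and adjusted p = 0.0772 with an estimated correlation).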

Importantly, many of these crucial ion channels, receptors, and ciliary motility factors have been reported to be part of a mechanotransduction machinery regulating the active hearing properties of *Drosophila melanogaster*.^35^^,^^36^

The upregulation of gene expression related to ciliary motility and ion channels and receptors in *dsxF*^−/−^ *XX* compared with *dsxF*^+/+^ *XX* could be due to (1) increase in the expression of genes related to mechanotransduction reflecting an increase in the number of JO neurons and thus the associated mechanotransduction units in *dsxF*^−/−^ *XX* ears compared with *dsxF*^+/+^ *XX*; (2) the transcriptional inhibitory role played by DsxF to repress the expression of these genes, so that in the absence of DsxF *dsxF*^−/−^ *XX* showed an increase in gene expression; or (3) a combination of these two possibilities. The first hypothesis would fit in the case of genes exhibiting intermediate expression in *dsxF*^−/−^ *XX*. On the other hand, the absence of DsxF in *dsxF*^−/−^ *XX* could result in full masculinization of gene expression despite an intermediate number of JO neurons in *dsxF*^−/−^ *XX,* supporting a transcriptional inhibitory role of DsxF. 

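Transcripts of *nanchung*, tektin-3 and 2 dynein intermediate chains were placed on a log2 scale that runs from 0 at the *dsxF*+/+ *XX* mean to 1 at the *dsxF*+/+ *XY* mean. Their *dsxF*-/- *XX* positions were 0.80 (AGAP012241-RA), 0.73 (AGAP000219-RA), 0.69 (AGAP011540-RA) and 0.65 (AGAP008689-RB). Other transcripts of *s*_*632*_ lay above 1, among them tektin-2 (AGAP008275-RA, 2.70), the tachykinin receptor AGAP002824-RA (1.85), *nompB* (AGAP006324-RA, 1.13) and the intermediate chain AGAP000320-RA (1.17), which did not pass in M*v*F, and the median over the 28 motor-related transcripts of *s*_*632*_ in Table S3 was 0.81. Over the transcripts higher in *dsxF*+/+ *XY* than in *dsxF*+/+ *XX*, the median position was 0.63 (interquartile range 0.47 to 0.78), and over those lower in *dsxF*+/+ *XY* it was 0.52 (0.34 to 0.70). Between 0.25 and 0.75 lay 906 of the former and 1429 of the latter, while 427 and 428 lay above and 120 and 380 below. The *dsxF*-/- *XX* value was on the *dsxF*+/+ *XY* side of *dsxF*+/+ *XX* for 96.9% and 95.4% of them, and 30.0% and 34.8% passed in I*v*F with a call in the same direction, and 7.91% and 30.8% passed in M*v*I. Choosing transcripts on the *dsxF*+/+ *XX* and *dsxF*+/+ *XY* libraries stretches the scale, so 1 library of each control was also held out of the choice and used as its end point. There the position was the summed *dsxF*-/- *XX* shift divided by the summed difference between the held-out controls. Large changes weigh more in it, so it is not the median given above. Over the 9 such combinations it was 0.37 to 0.72 (mean 0.61) for transcripts higher in *dsxF*+/+ *XY*. For those lower in *dsxF*+/+ *XY* it was 0.38 to 0.53 (mean 0.47). Neuron numbers were not measured in these libraries.

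**Figure D5:**
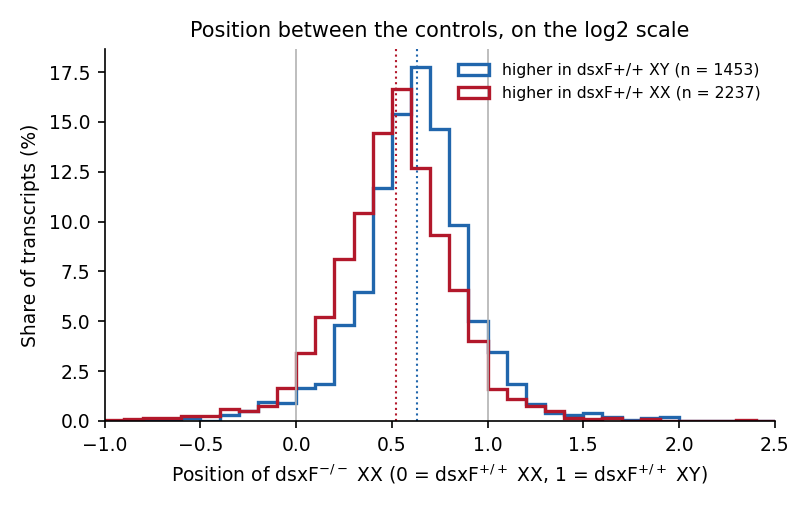
Share of transcripts in percent (vertical axis) by the position of *dsxF*-/- *XX* on a log2 scale from 0 at *dsxF*+/+ *XX* to 1 at *dsxF*+/+ *XY* (horizontal axis), for the 1453 transcripts higher in *dsxF*+/+ *XY* and the 2237 higher in *dsxF*+/+ *XX*, with dotted lines at the medians. Both distributions peak between the controls.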

DsxF and its male counterpart, DsxM, share the same DNA-binding zinc finger domain, meaning they share the same downstream target genes.^37^ DsxF and DsxM, however, could exert different transcriptional effects on the same target genes (i.e., one acting as a transcriptional activator and the other as a transcriptional repressor, or vice versa) due to sex-specific differences at their C termini, although both likely form transcription factor complexes rather than acting independently.^38^^,^^39^^,^^40^^,^^41^ The opposite roles of DsxM and DsxF and their downstream target genes, in turn, drive a sex-specific developmental program to give rise to sexually dimorphic morphologies and tissue functions.^38^ For example, in *Drosophila*, *dsxM* has been reported to promote neuronal development, whereas *dsxF* promotes neuronal apoptosis.^41^

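In *dsxF*-/- *XX* pedicels, 7 of the 8 transcripts for ciliary assembly and the axoneme in Table S3 were higher than in *dsxF*+/+ *XX* (8 when adjusted over the list alone), with a median log2 fold change of 1.74. Of 12 dyneins 6 rose (11 when adjusted over the list alone; median 1.00), and of 6 kinesins and kinesin-associated transcripts 4 rose (4; median 0.89). Over the 39 motor-related transcripts of the table, 23 rose and none fell by edgeR (31 and 0 when adjusted over the list alone), with a median of 0.94, and of 8 cuticle transcripts 6 rose (7; median 3.36). Of 33 channels, receptors and signaling transcripts 8 rose (15, and 1 fell, when adjusted over the list alone; median 0.79). The axonemal dynein light chain AGAP004416-RA averaged 168 ± 14.4 normalized counts (SD, n = 3) in *dsxF*+/+ *XX*, 299 ± 20.0 in *dsxF*-/- *XX* and 400.1 ± 35.6 in *dsxF*+/+ *XY*. None of the 39 was lower at an unadjusted p under 0.05 or by DESeq2 or limma-voom. Against all other transcripts, camera gave adjusted p = 9.84e-09 for ciliary assembly, 2.19e-09 for dyneins, 3.27e-04 for kinesins, 1.62e-20 for the 39 and 1.14e-06 for cuticle, and adjusted p = 0.0287, 0.0287, 0.0435, 0.0287 and 0.0287 with an estimated correlation. For channels and receptors it gave 9.84e-09, and adjusted p = 0.155 with an estimated correlation. With the libraries of both groups mixed, camera at its preset correlation still called up to 8 of the 12 lists. The p at that setting does not measure the spread between libraries. The paper chose these transcripts on these libraries, those of *s*_*632*_ and *s*_*89*_ (28 and 2 of the 39) for being higher in *dsxF*-/- *XX* than in *dsxF*+/+ *XX*, so neither the counts nor the tests are independent evidence of direction. The *dsx* gene was not tied to an identifier in the sources used here.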

Interestingly, despite the absence of DsxM, *dsxF*^−/−^ *XX* mutants, which also lacked DsxF, were still able to promote the expression of genes related to ciliary motility (Table S3). This would also indicate that DsxM may not be implicated in the transcriptional activation of these genes and that lifting the inhibitory effect of DsxF is sufficient (along with other co-factors) to drive gene expression within the JO. Our results therefore suggest that mosquito JOs represent an ideal target to investigate the interactions between Dsx isoforms on downstream gene expression and future work focusing on elucidating the effects of DsxM in shaping mosquito ears could provide further clarification on how *dsx* shapes sexually dimorphic mosquito hearing.

The fundamental changes in the motile apparatus underlying active hearing function may offer new avenues to explore sexual dimorphisms in the fundamental ear machinery. Our findings highlight the developmental and mechanistic relationship between male ears and testes, with several motor proteins, and other cell motility–related elements, being co-expressed in the two tissues (Table S6). In particular, several motility-related transcripts that reached “masculine” (or toward masculine) levels of expression in the ears of *dsxF*^−/−^ *XX* mutants showed shared levels of expression between male ears and testes and had significantly higher expression than the respective transcripts in the female ear. This finding is also promising in terms of vector control interventions targeting reproduction as disruption of molecular elements expressed in both tissues could improve the potency of interventions by disrupting both hearing function and sperm motility.^35^^,^^42^ Prior work in *Drosophila melanogaster* has identified multiple shared factors in sperm and JO neurons, including the axonemal dynein machinery and assembly factors.^35^^,^^36^^,^^43^^,^^44^ Testing of mosquito orthologs of these genes could help identify novel targets for mosquito control that could simultaneously inhibit male mating and hearing.

### Investigating the sex determination pathway facilitates identification of novel targets for vector control

*dsx* represents only one component of the mosquito sex determination pathway, with *femaleless, SOA,* and *yob* all playing separate roles.^16^^,^^45^^,^^46^^,^^47^ Considering that many of these lines have been highlighted for use in mosquito control programs, it is essential that their auditory function be first tested before release not only in *Anopheles* but also in other species. The mosquito ear represents a highly promising target for novel vector control methods, with the development of insecticidal resistance increasing the pressure to develop new control options.^5^^,^^48^ The release of gene drive–coupled hearing gene mutants could help collapse local populations in the same manner as predicted for the release of *dsx* mutants. Alternatively, strategies for improving male mating fitness by increasing their phonotaxis efficiency could also be explored to ensure that gene drive–based control methods are forced into their target gene pools, increasing the likelihood of population collapse.

The overwhelming reliance of males on hearing for the identification of conspecific females during courtship suggests that interfering with this process via pharmacological or acoustic tools holds great potential. However, acoustic lures targeting males thus far have failed to transfer their efficacy from the laboratory to field trials^49^; identifying the crucial component of this failure is challenging without first understanding the networks that underlie mosquito hearing.

### Limitations of the study

Here, we investigated only the effect of disrupting the female-specific isoform of *dsx* (*dsxF*); the role played in the sex determination pathway by the male-specific isoform (*dsxM*), therefore, remains unclear. We were unable to identify the precise molecular basis of male mosquito SSOs, although our gene lists provide guidance for future research. Finally, although *dsx* plays major roles during development, in this study we investigated only adult mosquito ear anatomy and gene expression; future work could explore the effect of DsxF mutation on the development of *An. gambiae* JOs.

## Resource availability

### Lead contact

Further information on all experiments conducted as part of this report, in addition to requests for resources, can be requested from the lead contact, Joerg T. Albert ().

### Materials availability

This study did not generate new unique reagents.

### Data and code availability

• RNA-seq data are available via the GEO repository (GEO accession number: GSE289862).
• This paper does not report original code.
• Additional information regarding analysis protocols/data collection is available via from the lead contact upon request.

## Acknowledgments

The authors would like to thank Carla Siniscalchi (Imperial College London) for providing G3 strain pupae.

This work was supported by grants from the Biotechnology and Biological Sciences Research Council, UK (BBSRC, BB/V007866/1 to J.T.A.), The Human Frontier Science Program (HFSP grant RGP0033/2021 to J.T.A.), and the European Union’s Horizon 2020 research and innovation program (H2020-ERC-2014-CoG/648709/Clock Mechanics, to J.T.A.). M.P.S. and J.S. were supported by the European Research Council grant H2020-ERC-2014-CoG/648709, an ANTI-VeC pump-priming grant (AV/PP/0028/1, to J.T.A.), and a UCL GCRF small grant (QR GCRF 551039 to J.T.A.). M.G. was also supported by the UCL GCRF small grant and the ANTI-VeC pump-priming grant. M.P.S., Y.M.L., and Y.Y.J.X. were co-funded by a Tokai Pathways to Global Excellence (T-GEx), as part of the MEXT Strategic Professional Development Program for Young Researchers, grant (0121an0002) and an MEXT KAKENHI Grant-in-Aid for Research Activity Start-up (No. JP22K15159). M.A. received funding through a Marie Sklodowska-Curie Individual Fellowship from the European Commission (H2020-MSCA-IF-2016/752472). J.B. was supported by BB/V007866/1. J.T.A. was supported by the European Research Council grant H2020-ERC-2014-CoG/648709 and UCL GCRF, and ANTI-VeC grants. RNA-seq was provided via InfraVec2 (#5251).

## Author contributions

Conceptualization, M.P.S., M.G., M.A., J.S., K.K., A.C., and J.T.A.; methodology, M.P.S., M.G., Y.M.L., Y.Y.J.X., and J.T.A.; investigation, M.P.S., M.G., M.A., and J.B.; resources, M.P.S. and J.T.A.; writing, M.P.S., M.G., Y.M.L., and J.T.A.; funding acquisition, M.P.S. and J.T.A.; supervision, M.P.S. and J.T.A.

## Declaration of interests

The authors declare no competing interests.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

Mouse monoclonal anti-SYNORF1 3C11	Developmental Studies Hybridoma Bank	RRID: AB_528479
Cy™3 AffiniPure™ Goat Anti-Horseradish Peroxidase	Jackson Immuno Research	RRID: AB_2338959
Phalloidin, Alexa Fluor™ 647	Thermo Fisher	# A22287; RRID:AB_2620155
Goat anti-mouse IgG Secondary Antibody, Alexa Fluor™ 488	Thermo Fisher	#A-11029; RRID: AB_2534088

**Deposited data**		

RNAsequencing data	This paper	GEO: GSE289862

**Experimental models: Organisms/strains**		

*Anopheles gambiae* (G3 strain)	Kyrou et al.^15^	N/A
*Anopheles gambiae* (*doublesexF* mutant strain)	Kyrou et al.^15^	N/A

**Software and algorithms**		

Axiovision (version 4.3)	Carl Zeiss Microscopy, LLC	https://www.micro-shop.zeiss.com
ImageJ (version 1.54g)	ImageJ	https://imagej.net/ij/
MATLAB (version 2021a)	MathWorks	https://www.mathworks.com
R (version 4.3.1)	R Core Team	https://www.R-project.org/
Sigmaplot (version 9)	Systat Software, Inc	https://grafiti.com/sigmaplot-detail/
Spike2 (version 10.08)	Cambridge Electronic Design	https://ced.co.uk/products/spkovin
VibSoft (version 6.0)	Polytec	https://www.polytec.com

### Experimental model and study participant details

#### Mosquitoes

*An. gambiae* G3 strain (*dsxF*^+/+^) and *dsxF*^−/−^ *XX* mutant pupae were reared by the Crisanti lab at Imperial College London. *dsxF*^+/+^ pupae were sex separated and kept in single sex cages in incubators maintained at 27°C and 60–70% relative humidity using a 12 h:12 h light/dark cycle. *dsxF*^−/−^ pupae were not sex separated but were otherwise reared in identical conditions. Mosquitoes were supplied with a constant source of 10% glucose solution. Cow blood feeding, when required, was conducted by a trained research assistant using a Hemotek system (Discovery Workshops, Accrington).

All mosquitoes used for experiments, unless otherwise noted, were virgin and aged 3–6 days old. Female mosquitoes were used for all types of experiment conducted. Male mosquitoes were used for all types of experiment conducted, apart from experiments using step stimulation to investigate mechanical signatures of auditory transducer gating.

### Method details

#### Immunohistochemistry

Samples were prepared following previously published protocols.^9^^,^^50^ Heads were removed from adults from each genotype and fixed in 4% paraformaldehyde for an hour at room temperature; their proboscises were also removed prior to fixation. Following this, heads were embedded in albumin/gelatin and post-fixed overnight in 6% formaldehyde at 4 °C. Each block was then sectioned using a vibrotome into 40 μm sections and washed in phosphate-buffered saline 0.3% Triton X-100. Samples were blocked in 5% normal goat serum and 2% bovine serum albumin.

Primary antibodies used included: monoclonal antibody 3C11 (anti-SYNORF1; 1:50; Developmental Studies Hybridoma Bank, University of Iowa, http://dshb.biology.uiowa.edu/) and conjugated primary antibody anti-HRP-Cy3 (1:500, Jackson ImmunoResearch, Code: 123-165-021). Secondary antibodies used included corresponding Alexa Fluor Dyes (1:500; Thermo Fisher). Sections were mounted onto slides using DABCO and then visualised using a Zeiss 880 confocal microscope.

*Flagellar length measurements*: The right flagellae of adult mosquitoes from each genotype were removed using a pair of forceps whilst the mosquitoes were CO_2_ sedated. The flagellae were then transferred to separate microscope slides in groups of five. Each individual sample was then immediately imaged using a Zeiss Axioplan 2 microscope and Axiovision 4.3 software. Wing lengths were determined using Axiovision 4.3 software length measurement function, calibrated to the nearest 0.1 mm. Three biological repeats were conducted over different generations.

Total sample sizes for each group: *dsxF*^+/+^ *XX* = 59; *dsxF*^−/−^ *XX* = 40; *dsxF*^+/+^ *XY* = 56.

#### Laser Doppler Vibrometry - Mosquito preparation

As described previously, mosquitoes were glued to a Teflon rod using blue-light-cured glue.^9^ Glue was applied across the mosquito body to restrict movement, and thus disturbances, during recordings. The left flagellum was glued to the head before glue was applied between the pedicels. Only the right flagellum therefore was able to move completely unhindered.

The mounted mosquito was held in place by a micromanipulator placed on a vibration isolation table opposite a PSV-400 laser Doppler vibrometer (Polytec) with an OFV-70 close up unit and a DD-500 displacement decoder. The mosquito was orientated so as to face the laser Doppler vibrometer at a 90° angle. The laser was focused on the second flagellomere from the flagellum tip for all males, whilst the third flagellomere from the tip was used for all females. All LDV experiments took place in a temperature-controlled room (21°C–23°C).

#### Laser Doppler Vibrometry - Force step and sweeps procedure

A reference electrode was inserted into the thorax of a prepared mosquito to raise its’ electrostatic potential to −20 V relative to ground. A pair of electrostatic actuators were then positioned symmetrically around the unrestricted flagellum to enable electrostatic stimulation of the ear. A recording electrode was inserted at the base of the right pedicel to allow for recording of compound antennal nerve responses to the electrostatic stimulation.

The actuators were then used to provide stimulation to the flagellum. Flagellar displacement was monitored using the LDV, with simultaneous electrophysiological activity also recorded. Free fluctuations of the flagellum were recorded at the beginning and end of all experiments to assess the status of the mosquitoes’ auditory system.

Force step stimuli provided were identical to those reported previously^9^ and increased in intensity in logarithmic steps; 20 different intensities were used for each experiment (i.e., 20 different step magnitudes). Sweeps consisted of a pure tone stimulus which either increased linearly from 1 to 1000Hz over the course of 1 s (denoted as ‘forward sweep’), or decreased linearly from 1000 to 1Hz over the same time frame (denoted as ‘backward sweep’). Forward and backward sweeps were played sequentially, with a 1 s, unstimulated, pause in between each sweep. 10 different sweep intensities were used for each experiment, with data from the smallest and largest intensities used for analyses in Figure 2.

#### Laser Doppler Vibrometry - CO_2_ sedation experiments

Mounted mosquitoes were placed inside a rectangular steel chamber (6 × 6 × 2.5 cm^3^) positioned opposite the laser Doppler vibrometer. The chamber was held in place by a micromanipulator. The chamber side facing the vibrometer contained a glass window, thus enabling the recording of flagellar vibrations from mosquitoes.

Free fluctuation recordings were taken prior to CO_2_ exposure to test the baseline hearing status. CO_2_ was then allowed to flow into the chamber for one minute through the porous membrane floor. CO_2_ was maintained at a constant flow rate of 3 L/min throughout via a flow regulator (Flowbuddy, Flystuff). Looped free fluctuation recordings were taken whilst CO_2_ was allowed to flow into the chamber to monitor changes to the mosquito’s active hearing system. Once the active system was no longer visible (judged via reference to previous reports),^9^ CO_2_ flow was immediately stopped and a free fluctuation recording was taken. Each mosquito was given 5 minutes to recover from sedation, after which a final free fluctuation recording was taken.

Mosquito recovery from sedation was judged based on the final free fluctuation recording. Mosquitoes were deemed to have recovered if the best frequency and velocity amplitudes extracted from free fluctuation fits (described below) were altered from the baseline state by less than 20%. Those which did not fit the recovery criteria were excluded from all analyses. These recovery criteria were adopted for all LDV experiments in terms of comparing baseline and final free fluctuations.

#### Laser Doppler Vibrometry - Free fluctuation analysis

As reported previously,^9^ a forced damped harmonic oscillator function was fitted to flagellar velocity values obtained by applying Fast Fourier transforms (FFTs) to flagellar velocity amplitudes. The FFTs covered frequencies between 1 Hz and 10 kHz, though the function was only fit to values between 101 and 1000Hz due to significant levels of noise below 100Hz.

This function enabled estimation of the flagellar best frequency, as well as other parameters of interest. Analyses were aggregated across individual mosquitoes within a group in order to calculate population estimates and facilitate comparisons across groups.

Sample sizes for each group in the active state were: *dsxF*^+/+^ *XX* = 20; *dsxF*^−/−^ *XX* = 25; *dsxF*^+/+^ *XY* (non-SSO/SSO) = 11/21.

Sample sizes for each group in the passive state were: *dsxF*^+/+^ *XX* = 10; *dsxF*^−/−^ *XX* = 15; *dsxF*^+/+^ *XY* (non-SSO/SSO) = 10/11.

#### Laser Doppler Vibrometry - Apparent mass estimation

Apparent flagellar mass values are crucial for electrostatic stimulation analyses but can vary significantly across different mosquito sexes and species. We therefore calculated apparent mass values for each group of mosquitoes tested; samples sizes for each group were equal to the total number of passive state mosquito recordings per group.

We fitted the damped harmonic oscillator model described above to velocity spectra obtained from sedated mosquitoes and then calculated the apparent antennal mass based on the formula:

$$m=\frac{k_{B}T}{\omega_{0}^{2}\left\langle x^{2}\right\rangle }$$

where *m* represents the apparent antennal mass, *k*_*B*_ is the Boltzmann constant (1.38 × 10^−23^ J/K), T the absolute temperature (estimated at approximately 293 K), *ω*_*0*_ the natural frequency of the system and *<x*^*2*^*>* the flagellar receiver’s total fluctuation power. *ω*_*0*_ was calculated from the results of the damped harmonic oscillator function fit whilst $\left\langle x^{2}\right\rangle$ was calculated from:

$$\left\langle x_{i}^{2}\right\rangle =\int_{0}^{\infty }x_{i}^{2}\left(\omega \right)d\omega$$

#### Laser Doppler Vibrometry - Power gain

Power gain values were calculated by computing the ratio of total auditory system fluctuation power in active and passive states:

$$Powergain=\frac{E_{a}-E_{p}}{E_{p}}=\frac{\omega_{a}^{2}\left\langle x_{a}^{2}\right\rangle }{\omega_{p}^{2}\left\langle x_{p}^{2}\right\rangle }-1$$

where E_a_ and E_p_ represent the energy contents of the active and passive hearing systems, ω_a_ and ω_p_ the natural frequencies of the active and passive systems and $\left\langle x_{a}^{2}\right\rangle ,\left\langle x_{p}^{2}\right\rangle$ the total fluctuation powers of the active and passive systems respectively. Natural frequencies were calculated based on the results of the damped harmonic oscillator function fits in both active and passive states. Sample sizes for each group were equal to the number of passive state recordings taken per group.

#### Laser Doppler Vibrometry - Force step stimulation analysis

Force step analysis followed previously published protocols by utilising a two-state model of a single transducer population.^9^ Displacement data between ±2000 nm were analyzed for females in order to focus only on the most sensitive transducers.

Sample sizes for each group were: *dsxF*^+/+^ *XX* = 8; *dsxF*^−/−^ *XX* = 8.

#### Laser Doppler Vibrometry - Sweeps analysis

DC removes (with time constants of 0.015) were applied to flagellar displacement and nerve data in Spike2. Averages of flagellar displacement and nerve responses were then created in Spike2 for each stimulus type, with an average of each stimulus also created. These averages were then exported to Matlab for further analysis.

Maximal flagellar displacements were identified using a modified version of the ‘findpeaks’ function in MATLAB. As the change in stimulus frequency was linear, by identifying the timepoint at which this maximum was reached we were able to calculate the corresponding stimulus frequency. A similar procedure was used to identify the maximal nerve response and then estimate the stimulus frequency at which this occurred.

Mechanical sensitivities were calculated for each stimulus intensity by calculating the ratio of maximal flagellar displacement to stimulus magnitude (which remained constant throughout stimulus presentation). A three-parameter sigmoidal function was then fitted to the mechanical sensitivity values at each stimulus intensity, with all fits having calculated R^2^ values ≥ 0.9. Displacement gains were then calculated by computing the ratio of the maximal and minimal values obtained from the fit.

Sample sizes for each group: *dsxF*^+/+^ *XX* = 8; *dsxF*^−/−^ *XX* = 8; *dsxF*^+/+^ *XY* (SSO) = 10.

#### RNA sequencing - Sample collection

2-3 day old *dsxF*^+/+^ and *dsxF*^−/−^ *XX* and *XY* adult mosquitoes were placed into glass vials (as described above) in sex- and genotype-sorted groups of five. These vials were then transferred to the incubators described previously. Mosquitoes were entrained using a 12 h:12 h light/dark cycle for three days, with the first hour of light involving a constant increase in light intensity to a maximum and the last hour of light involving a constant decrease in light intensity to a minimum.

On the third day, vials containing mosquitoes were removed from the incubator during the period when light intensity began decreasing. Mosquitoes were immediately transferred to Eppendorfs and frozen in liquid nitrogen. Samples were stored in a −80°C freezer prior to dissections.

During dissections, both the mouthparts and flagellae were first removed from the head. Mosquito pedicels were then also removed from the head using a pair of forceps and transferred to an eppendorff containing 297 μL lysis buffer (InvitrogenTM PureLinkTM RNA Mini Kit) and 3 μL 2-beta-mercaptoethanol. Three biological repeats were collected for each group. Samples were then submitted for RNAseq total transcriptome Illumina sequencing at the Polo d'Innovazione di Genomica, Genetica e Biologia (PoloGGB).

The number of pedicels dissected for each repeat were: *dsxF*^+/+^ *XX* = 63/76/72 (repeat 1/2/3); *dsxF*^−/−^ *XX* = 70/72/72; *dsxF*^+/+^ *XY* = 71/64/64.

#### RNA sequencing - Data analysis

Raw read (fastq) files were first subjected to quality control using FastQC and MultiQC, and subsequently classified and quantified against the *An. gambiae* transcriptome (Anopheles-gambiae-PEST_TRANSCRIPTS_AgamP4.12.fa.gz obtained from VectorBase) using Kallisto. Furthermore, STAR was used in performing alignment of reads onto the An. gambiae genome (genome file: Anopheles-gambiae-PEST_CHROMOSOMES_AgamP4.fa.gz; annotation file: Anopheles-gambiae-PEST_BASEFEATURES_AgamP4.12.gtf.gz) to allow for visual inspection of the results using IGV. Quality control and differential expression analysis of read counts were conducted with the R-package DESeq2. The following comparisons were performed:

*dsxF*^+/+^ *XY* pedicels vs. *dsxF*^+/+^ X pedicels (M*v*F)
*dsxF*^−/−^ *XX* pedicels vs. *dsxF*^+/+^ *XX* pedicels (I*v*F)
*dsxF*^+/+^ *XY* pedicels vs. *dsxF*^−/−^ *XX* pedicels (M*v*I)

Transcripts were deemed to be significantly differentially expressed if FDR <0.05 (adjusted *p*-values from Wald tests). Where information was available, non-annotated transcripts were translated, aligned against the protein database UniProtKB reference proteomes plus Swiss-Prot of Uniprot, and assigned annotation based on homology. Scoring matrix used: BLOSUM-62. Homology thresholds: >33% query coverage, >33% identity between alignments, and E-value <0.0001.

GProfiler^51^ was used to conduct functional enrichment analysis on the genesets obtained by taking the intersections of the results of pairs of comparisons, namely the pairs: 1) MvF and IvF, and 2) MvF and MvI. The analysis was performed with emphasis on upregulated genes. Here upregulated refers to higher expression in the group on the left side of the comparison and characterized by a positive log2(FoldChange) (LFC). For example, if gene X has a positive LFC for the comparison MvF, that gene is upregulated in the male pedicel relative to the female pedicel. A gene ontology was deemed significantly enriched if the FDR <0.05 (g:SCS threshold). Testes comparisons were also conducted using GProfiler with the same analysis paradigm.

### Quantification and statistical analysis

Twenty step and free fluctuation analyses were conducted using Sigmaplot (Systat Software, Inc.). Remaining analyses were completed in MATLAB (Mathworks) and R. RNAseq analysis used R for differential gene expression, and GProfiler for functional enrichment.

Sample sizes for all experiments were determined via reference to published investigations.^9^^,^^50^ Within-group variation estimates were calculated when appropriate as part of standard statistical testing.

Statistical tests for normality (Shapiro–Wilk Normality tests with a significance level of *p* < 0.05) were first applied to each dataset. Throughout the analyses, all statistical tests used a significance level of *p* < 0.05.

Flagellar measurements were found to be not normally distributed; ANOVA on ranks tests followed by pairwise Mann-Whitney tests (with Bonferroni corrections when necessary) were thus used for comparisons across the genotypes and sexes.

Data obtained from the free fluctuation analyses were not found to be normally distributed. ANOVA on ranks tests followed by pairwise Mann-Whitney tests (with Bonferroni corrections when necessary) were therefore used for comparisons between genotypes and sexes, with comparisons for males split into SO and quiescent states. Paired Wilcoxon tests were used for comparisons within a mosquito group between active and passive states.

Data from the single transducer population fits were not found to be normally distributed. ANOVA on ranks tests followed by pairwise Mann-Whitney tests (with Bonferroni corrections when necessary) were therefore used to make comparisons between genotypes.

Best frequencies of both the mechanical and electrical responses to sweeps were not found to be normally distributed; Mann-Whitney tests (with Bonferroni corrections when necessary) were thus used for comparisons across genotypes and sexes. Paired Wilcoxon tests were used to compare between the largest and smallest intensity sweeps in terms of both mechanical and nerve best frequencies within a group.

## Supplemental information

Document S1. Figures S1–S6 and Table S1

Table S2. Raw RNA-seq count data for each genotype, related to Figures 3, S4, and S5

Table S3. Lists of genes for each subset investigated, as well as list of genes specifically highlighted in the manuscript, related to Figures 3 and S4 (A) List of genes included in *s*_*89*_. (B) List of genes included in *s*_*172*_. (C) List of genes included in *s*_*632*_. (D) List of genes included in *s*_*1092*_. (E) List of highlighted DEGs

Table S4. GO enrichment analysis outputs for each gene subset, related to Figures 3 and S5 (A) GO enrichment analysis for genes included in *s*_*89*_. (B) GO enrichment analysis for genes included in *s*_*172*_. (C) GO enrichment analysis for genes included in *s*_*632*_. (D) GO enrichment analysis for genes included in *s*_*1092.*_

Table S5. DESeq2 output for analysis of previously reported *Anopheles gambiae* Kisumu strain pedicel RNA-seq data, as well as the list of genes (with associated GO terms) overexpressed in both dsxF^+/+^ XY pedicels compared with dsxF^+/+^ XY and XY Kisumu pedicels compared with XX, related to Figure S6 (A) Deseq2 output for Kisumu XX and XY pedicels. (B) List of genes upregulated in both dsxF^+/+^ XY pedicels compared with dsxF^+/+^ XY and XY Kisumu pedicels compared with XX. (C) GO enrichment analysis of genes upregulated in both dsxF^+/+^ XY pedicels compared with dsxF^+/+^ XY and XY Kisumu pedicels compared with XX

Table S6. Lists of dyneins and tubulins expressed in male pedicels and testes, related to Figure 4 (A) List of tubulins. (B) List of dyneins

# Supplementary material for: Using a female-specific isoform of doublesex to explore male-specific hearing in mosquitoes
**Source:** iScience. 2025 Aug 28;28(9):113330. doi: 10.1016/j.isci.2025.113330
**Supplement:** Document S1. Figures S1–S6 and Table S1

Supplemental information

Using a female-specific isoform of *doublesex* to explore male-specific hearing in mosquitoes

Matthew P. Su, Marcos Georgiades, Marta Andrés, Jason Somers, Judit Bagi, YuMin M. Loh, Yifeng Y.J. Xu, Kyros Kyrrou, Andrea Crisanti, and Joerg T. Albert

A

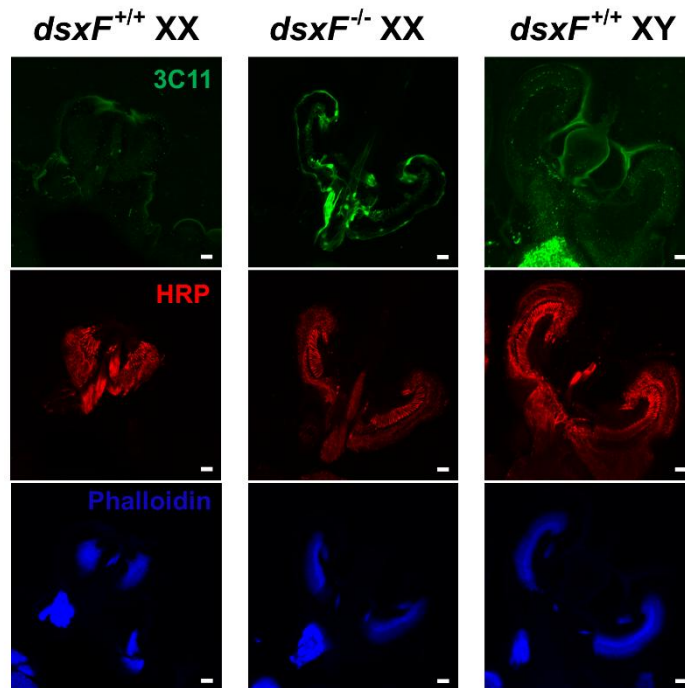

B

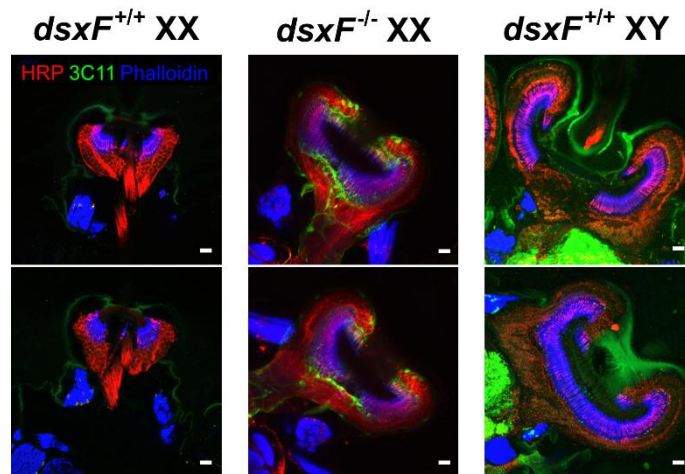

Supplementary Figure S1. Johnston's Organ sections for each genotype

(A) Split channel images of horizontal sections of *dsxF*^{+/+} XX (left), *dsxF*^{-/-} XX (middle) and *dsxF*^{+/+} XY (right) JOs from Fig 1B. Sections were stained with presynaptic marker 3C11 (anti-synapsin, green; top) to label presynaptic efferent terminals within the JO and counterstained with neuronal marker anti-HRP (red; middle) and phalloidin (blue; bottom) to label actin-based rods in scolopale and cap cells that surround auditory cilia. Scale bar: 10 μ m.

(B) Further examples of sections of *dsxF*^{+/+} XX (left), *dsxF*^{-/-} XX (middle) and *dsxF*^{+/+} XY (right) JOs. Sections were stained with presynaptic marker 3C11 (anti-synapsin, green) to label presynaptic efferent terminals within the JO and counterstained with neuronal marker anti-HRP (red) and phalloidin (blue) to label actin-based rods in scolopale and cap cells that surround auditory cilia. Scale bar: 10 μ m.

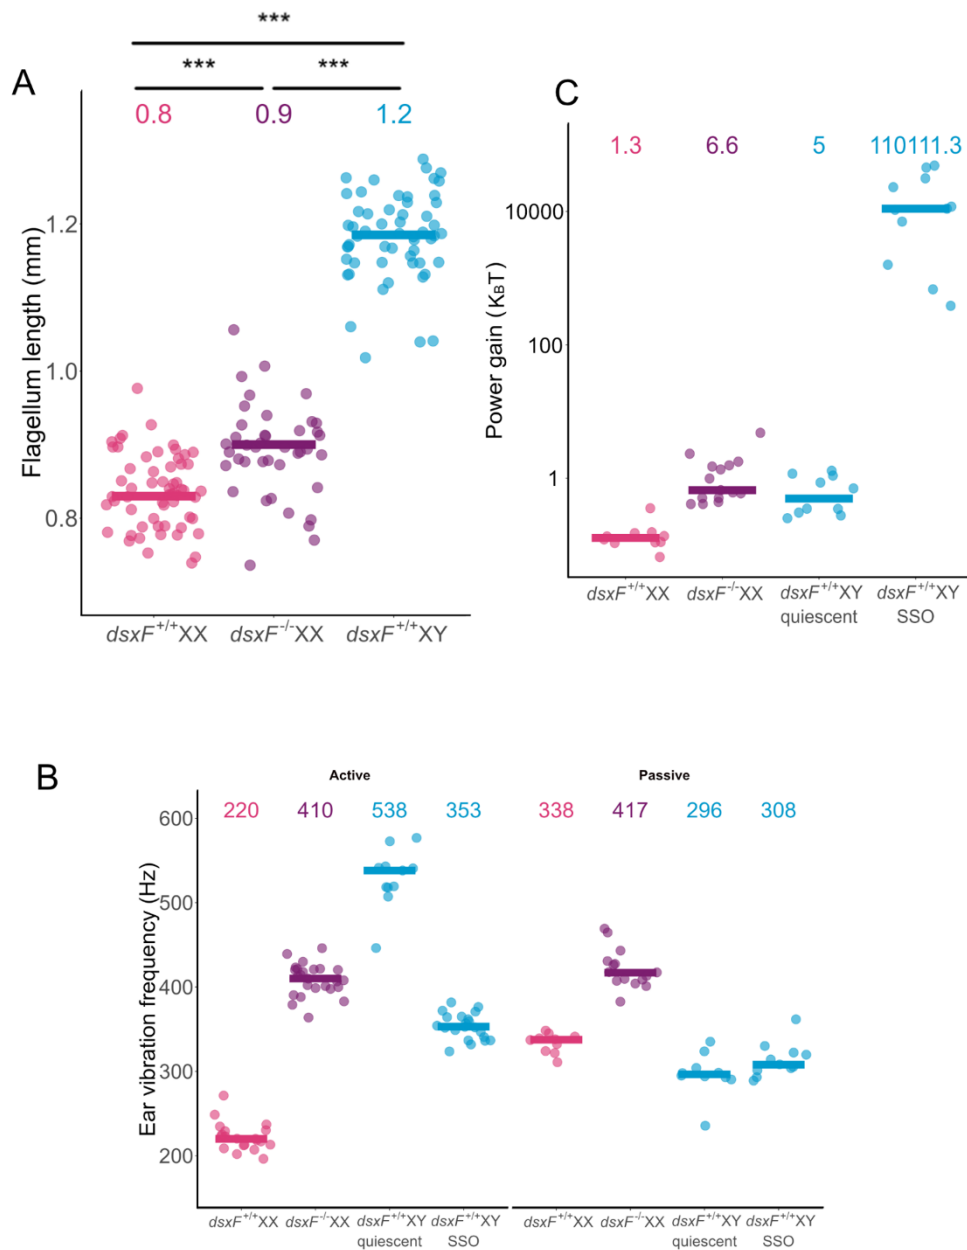

Supplementary Figure S2. Hearing function comparisons across groups including $dsxF^{+/+}$ XY showing SSOs

(A) Flagellar length comparisons for each genotype. Individual points represent lengths of individual flagella. Median values are represented by solid lines, which are printed for each group at the top of the panel. Individual points are flagellar length measurements for individual mosquitoes from each group. Mann-Whitney tests with Bonferroni corrections used for statistical comparisons.

Sample sizes: $dsxF^{+/+} XX = 59$; $dsxF^{-/-} XX = 40$; $dsxF^{+/+} XY = 56$. ***, $p < 0.001$.

(B) Calculated best frequencies of mosquito flagellar receivers for all groups including $dsxF^{+/+}$ XY showing SSOs. Median values are represented by solid lines, which are

printed for each group at the top of the panel. Individual points are best mechanical tuning frequencies for individual mosquitoes from each group.

Sample sizes (females = active/ passive; males = active quiescent/ active SSO/ passive):
 $dsxF^{+/+}$ XX = 20/ 10; $dsxF^{-/-}$ XX = 25/ 15; $dsxF^{+/+}$ XY = 11/ 21/ 21.

(C) Calculated power gains for all groups including $dsxF^{+/+}$ XY showing SSOs. Median values are represented by solid lines, which are printed for each group at the top of the panel. Individual points are best mechanical tuning frequencies for individual mosquitoes from each group.

Sample sizes (females = active/ passive; males = active quiescent/ active SSO/ passive):
 $dsxF^{+/+}$ XX = 20/ 10; $dsxF^{-/-}$ XX = 25/ 15; $dsxF^{+/+}$ XY = 11/ 21/ 21.

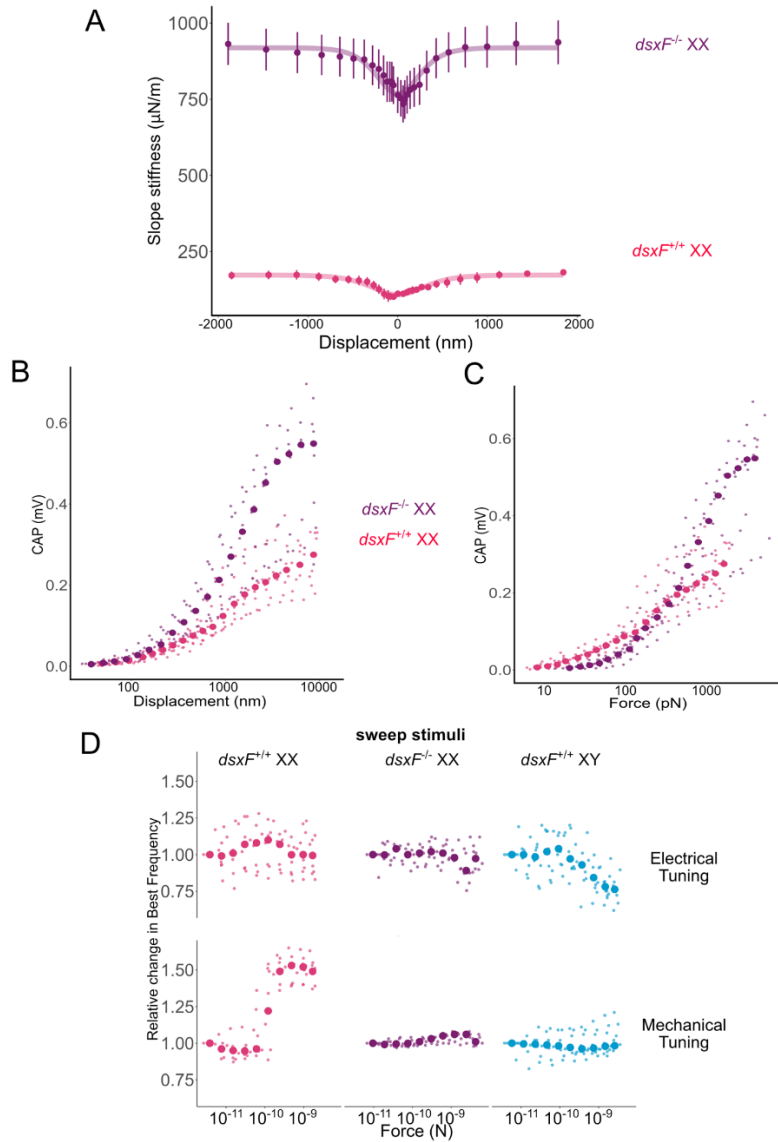

Supplementary Figure S3. Vibrometry/electrophysiology profiling of JO function

(A) Median slope stiffness calculated for flagellar displacements in response to step stimulation for $dsxF^{+/+}$ (pink) and $dsxF^{-/-}$ XX (purple) mosquitoes. Solid lines represent the best fit of a single transducer population model for each genotype. Error bars represent $\pm$ SEM. Sample sizes: $dsxF^{+/+}$ XX = 8; $dsxF^{-/-}$ XX = 8.

(B,C) Median compound nerve responses in both (B) displacement and (C) force domains for $dsxF^{+/+}$ (pink) and $dsxF^{-/-}$ XX (purple) mosquitoes. Hollow, small points represent nerve responses for individuals whilst full, large points represent median responses per group. Sample sizes: $dsxF^{+/+}$ XX = 8; $dsxF^{-/-}$ XX = 8.

(D) Changes in (top) electrical and (bottom) mechanical best frequencies (BF) in response to increasing intensity of sweep stimulation for all genotypes. Hollow, small points represent relative changes for each individual relative to the smallest intensity whilst full, large points represent median changes per group. Left to right: $dsxF^{+/+}$ XX; $dsxF^{-/-}$ XX; $dsxF^{+/+}$ XY. Sample sizes: $dsxF^{+/+}$ XX = 8; $dsxF^{-/-}$ XX = 8; $dsxF^{+/+}$ XY SSO = 10.

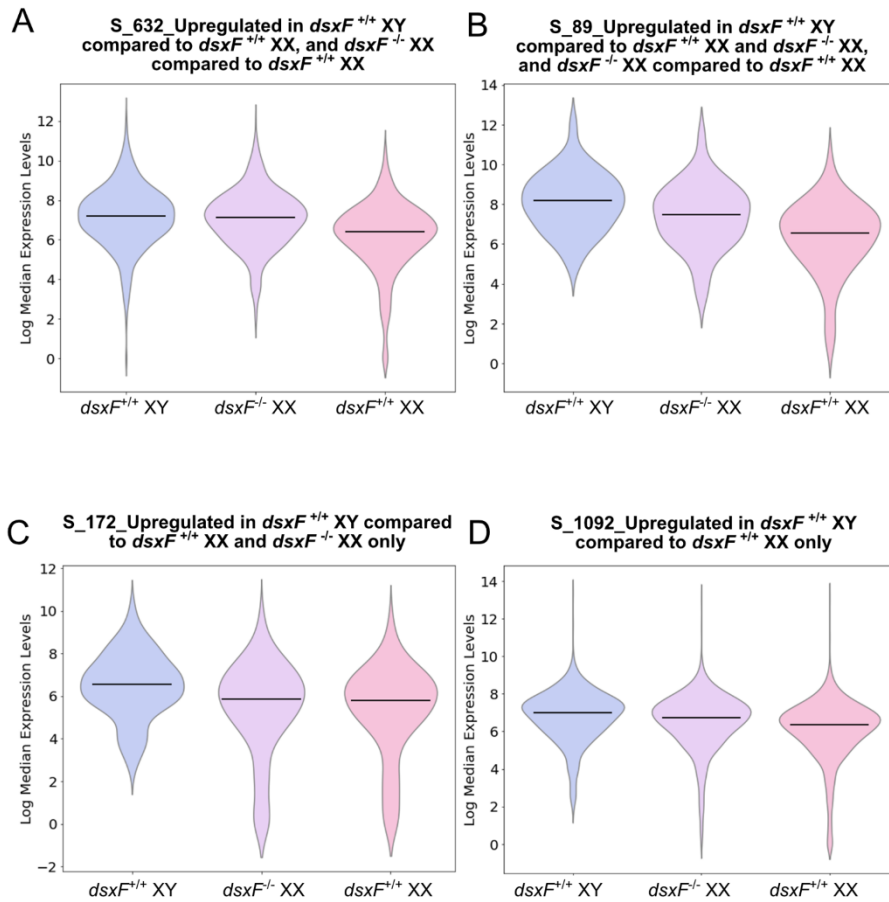

Supplementary Figure S4. Log median expression of genes in different comparison subsets

(A) Log median expression levels of genes only upregulated in $dsxF^{+/+}$ XY pedicels compared to $dsxF^{+/+}$ XX and $dsxF^{-/-}$ XX pedicels (s_{632}).

(B) Log median expression levels of genes upregulated in $dsxF^{+/+}$ XY pedicels compared to $dsxF^{+/+}$ XX and $dsxF^{-/-}$ XX pedicels, and $dsxF^{-/-}$ XX pedicels compared to $dsxF^{+/+}$ XX pedicels (s_{89}).

(C) Log median expression levels of genes upregulated in $dsxF^{+/+}$ XY pedicels compared to $dsxF^{+/+}$ XX pedicels, and $dsxF^{-/-}$ XX pedicels compared to $dsxF^{+/+}$ XX pedicels (s_{172}).

(D) Log median expression levels of genes only upregulated in $dsxF^{+/+}$ XY pedicels compared to $dsxF^{+/+}$ XX pedicels (s_{1092}).

The panels here serve as a visual supplement to the functional and/or regulatory interpretations made for each subset of the 1985 transcripts upregulated in the MvF comparison. For example, it can be seen from panel (A) that transcript members of this set are upregulated in $dsxF^{+/+}$ XY compared to $dsxF^{+/+}$ XX and in $dsxF^{-/-}$ XX compared to $dsxF^{+/+}$ XX, but are, on average, not different between $dsxF^{+/+}$ XY and $dsxF^{-/-}$ XX.

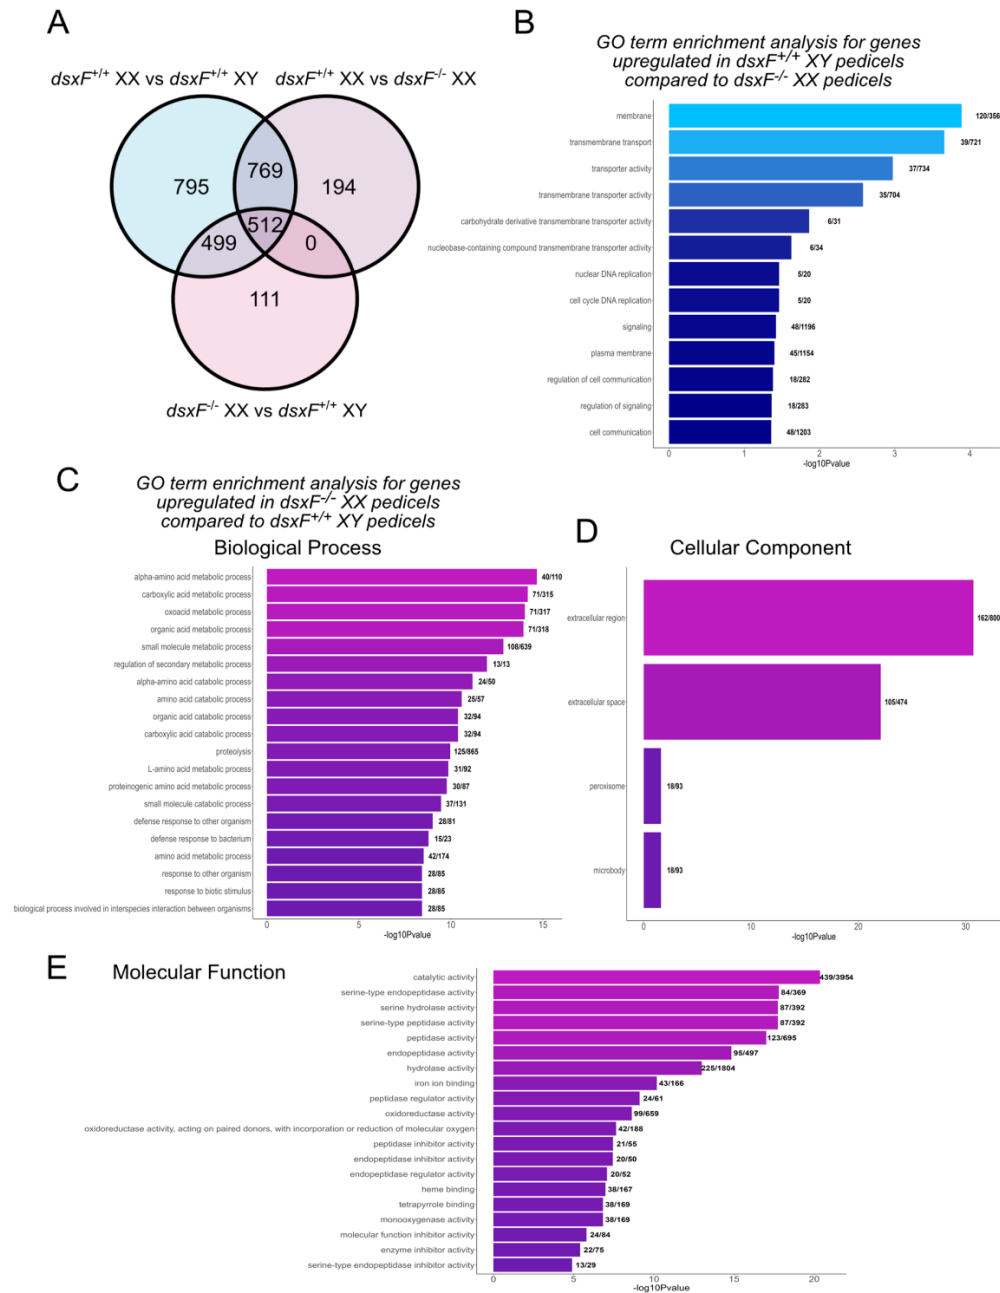

Supplementary Figure S5. Supplemental gene ontological analysis for differentially expressed genes

(A) Venn Diagram of gene intersections showing those differentially regulated between *dsxF^{+/+} XY*, *dsxF^{-/-} XX* and *dsxF^{+/+} XX* pedicels. Upregulated group is to left hand side of group name.

(B) GO term enrichment analysis (Biological Process, Cellular Component and Molecular Function) for genes upregulated in *dsxF^{+/+} XY* pedicels compared to *dsxF^{-/-} XX*.

(C-E) GO term enrichment analysis for genes upregulated in *dsxF^{-/-} XX* pedicels compared to *dsxF^{+/+} XY*. (C), Biological Process; (D), Cellular Component; (E), Molecular Function.

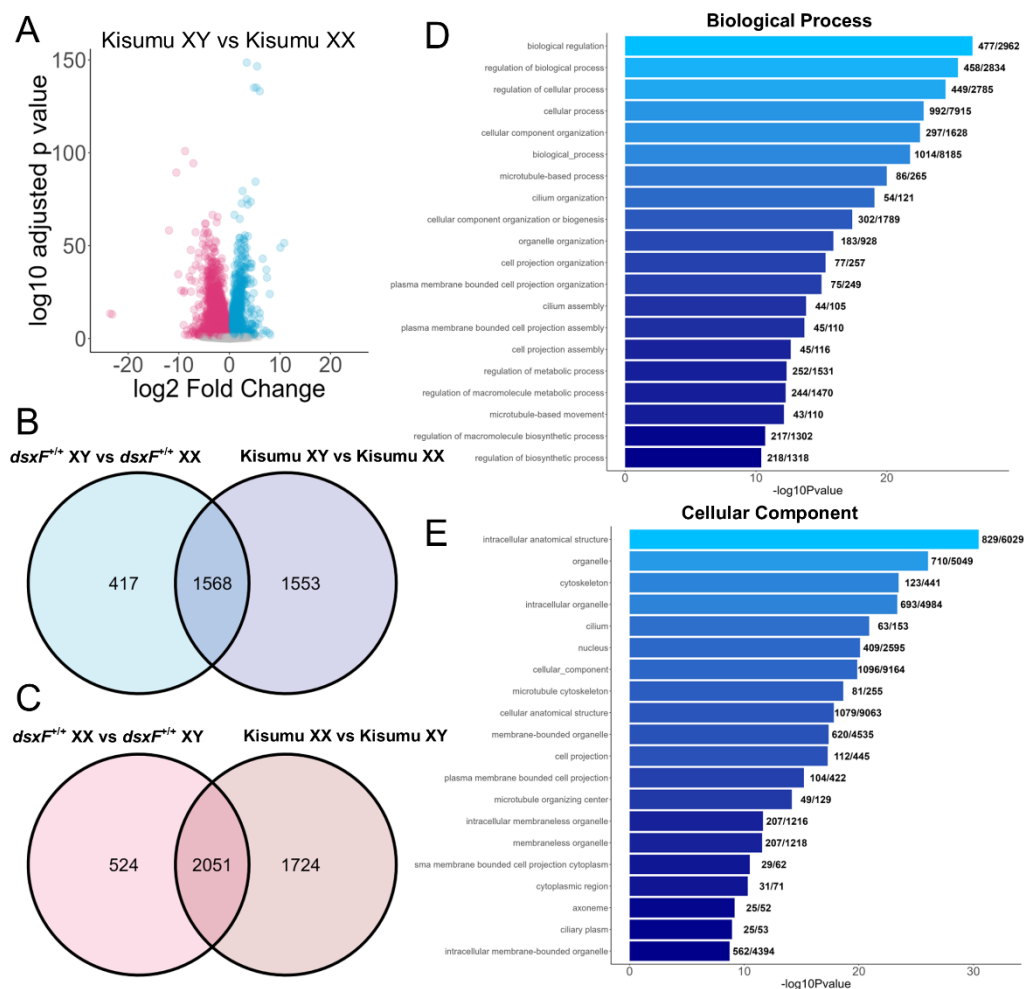

Supplementary Figure S6. Analysis of previously reported *Anopheles gambiae* Kisumu strain pedicel RNAseq data

(A) Volcano plot of differential gene expression between *Anopheles gambiae* Kisumu strain XY and XX pedicels.

(B) Venn Diagram of genes upregulated in either $dsxF^{+/+}$ XY pedicels compared to $dsxF^{+/+}$ XX, Kisumu strain XY compared to XX pedicels, or both sets. Upregulated group is to left hand side of group name.

(C) Venn Diagram of genes upregulated in either $dsxF^{+/+}$ XX pedicels compared to $dsxF^{+/+}$ XY, Kisumu strain XX compared to XY pedicels, or both sets. Upregulated group is to left hand side of group name.

(D) GO term enrichment analysis (Biological Process) for genes upregulated in both $dsxF^{+/+}$ XY pedicels compared to $dsxF^{+/+}$ XX and Kisumu strain XY pedicels vs XX.

(E) GO term enrichment analysis (Cellular Component) for genes upregulated in both $dsxF^{+/+}$ XY pedicels compared to $dsxF^{+/+}$ XX and Kisumu strain XY pedicels vs XX.

Supplementary Table S1: Parameter values for single transducer population model fits to median slope stiffness values

N is the estimated transducer channel number and z is the change in force after one gating spring opens a transducer channel. K_{INFINITY} represents the asymptotic flagellar stiffness for large displacements. K_{STEADY} represents the combined elasticity of the flagellar joint and receiver neurons. K_{GS} (also referred to as the gating spring stiffness) was calculated as $K_{\text{INFINITY}} - K_{\text{STEADY}}$ and represents the mechanical integrity of the transducer modules themselves. The extent of nonlinearity indicates how nonlinear the system is. CAP_{50} values represent the minimum flagellar displacement required to produce 50% of the maximum nerve response. Significant differences found between $dsxF^{+/+}$ XX mosquitoes and $dsxF^{-/-}$ XX are starred (Mann-Whitney tests; *p < 0.05).

	$dsxF^{+/+}$ XX	$dsxF^{-/-}$ XX
Sample size	8	8
Channel number, N	3130.93<br>(594.94)	1704.33<br>(632.16)
Channel gating force, z (fN)	24.21*<br>(1.31)	33.03<br>(4.59)
K_{INFINITY} ($\mu\text{N/m}$)	308.65*<br>(15.27)	918.43<br>(67.76)
K_{STEADY} ($\mu\text{N/m}$)	192.11*<br>(7.74)	633.82<br>(57.77)
K_{GS} ($\mu\text{N/m}$)	98.76*<br>(10.52)	283.26<br>(30.46)
Extent of nonlinearity	0.411*<br>(0.06)	0.153<br>(0.02)
CAP_{50} (nm)	992.50<br>(102.25)	1065.42<br>(88.09)

How the deposited data were processed for this re-analysis (not part of the article)

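RNA from pools of pedicels of *dsxF*+/+ *XX* females, *dsxF*-/- *XX* intersex females and *dsxF*+/+ *XY* males was sequenced, with 3 libraries per group and 9 in all. According to the authors, reads passed quality control with FastQC and MultiQC (versions not given) and were quantified with kallisto (version not given) against the AgamP4 transcripts, so the deposited table holds an estimated count per transcript and library, not scaled for depth or length. STAR alignments served the authors for viewing only, and their comparisons were made with DESeq2. Every column of values was assigned to a sample, and 0 were left over. Library totals are given with the description of the libraries. A group with 0 counts was given a floor of 3 counts over the group, and this floor covers counting error only. The 95% confidence intervals come from edgeR's fit and include the spread between libraries.

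The estimated counts were rounded to whole numbers and analysed in R 4.3.3 with edgeR 4.0.16: TMM normalization, the filterByExpr rule by group, 1 fit of the 3 groups and the quasi-likelihood test for each pair of groups, called at an adjusted p (Benjamini-Hochberg) under 0.05. Of 16066 transcripts, 12379 were tested and 3687 were not. Gene lists were tested with camera at a preset correlation of 0.01, beside fry and camera with an estimated correlation, in limma 3.58.1, with p adjusted over 36 tests. With the libraries of both groups of a comparison mixed, edgeR called 0 transcripts. Camera at the preset correlation still called up to 11 lists in M*v*F, 8 in I*v*F and 8 in M*v*I. Its p at that setting does not measure the spread between libraries. Normalized counts are counts scaled by TMM library sizes. Where no library of a group holds a count of a transcript, its fitted log2 fold change depends on the prior count. The list medians given do not change when such transcripts, AGAP003709-RC and AGAP012487-RA among those listed, are set at their bounds.

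The alternatives were DESeq2 1.42.0, limma-voom, edgeR and DESeq2 with only the groups compared, DESeq2 size factors, no filter on low counts or at least 10 counts in every library, transcripts summed to genes, the replicate number or the runs of sample-sheet numbers as a block, an adjusted p under 0.01, and each library left out in turn. The comparisons, tests, gene lists and these alternatives were set before the data were examined, but values in the paper's Tables S2 to S4 and S6 had been seen by then. All 3 pairs of *dsxF*+/+ *XX* and *dsxF*+/+ *XY* libraries in a run of sample-sheet numbers had correlated deviations (r = 0.233, 0.452 and 0.213), so named M*v*F calls that this block changed are given with it. Leaving out the second library of both controls was added after seeing the data. On simulated data with 200 changed transcripts in M*v*F, edgeR called 9% of those changed 2-fold and 64% of those changed 4-fold, with 2 unchanged transcripts among its 75 calls; DESeq2 recovered 42% and 84% with 43 unchanged among 169, and limma-voom 11% and 64% with 1 among 76. Between simulated groups without a change, edgeR and limma-voom called 0 transcripts and DESeq2 called 7. In the data edgeR called 3690 of 12379 transcripts in M*v*F, far more than the 200 changed in the simulation. The adjustment of p depends on this share, so the simulated rates of recovery and of unchanged calls do not carry over to the data.

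The transcripts named are those the paper names in its RNA-seq results or lists in Table S3 as highlighted, the 5 largest changes per comparison and direction among named transcripts with groups that do not overlap and a mean of at least 5 CPM, up to 3 members of each list with the smallest p, the sex determination list, and at most 2 unnamed identifiers per comparison and direction. The other transcripts named in the closing section were chosen after their values were seen. Of 30 lists fixed in advance, 12 were tested. The keyword lists for tubulin (3 members), myosin (4) and mechanosensory channels (4) were under the minimum of 5, and 15 had no member, because only the names in Table S3 could be searched: the reference table matched no identifier. These 15 include the markers of muscle, fat body, hemocytes, eye, olfaction and salivary gland, the synaptic, ribosomal, respiratory, heat shock, clock, detoxification, protease and antimicrobial lists, and sex determination, so that carry-over of other tissues was not analysed here. The *dsx* gene was not tied to an identifier in the sources used here and is not reported. The list tests not given at a claim are those for potassium channels (camera adjusted p = 0.00817 in I*v*F and 0.00123 in M*v*I; adjusted p = 0.114 and 0.0736 with an estimated correlation), sodium, calcium and chloride channels (1.88e-04 in both; adjusted p = 0.135 and 0.134 with an estimated correlation), neurotransmitter receptors (0.174 in I*v*F and 1.22e-04 in M*v*I; adjusted p = 0.602 and 0.173 with an estimated correlation), dyneins (1.08e-04 in M*v*I; adjusted p = 0.0622 with an estimated correlation), ciliary assembly (0.0412 in M*v*I; adjusted p = 0.208 with an estimated correlation), kinesins (0.0474 in M*v*I; adjusted p = 0.155 with an estimated correlation) and cuticle (1.47e-05 in M*v*F; adjusted p = 0.0290 with an estimated correlation; 0.823 in M*v*I).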

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

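The scoring of all splits by their largest count was chosen only after the result was seen.

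Signals outside those the paper discusses were transcripts of *dsxF*-/- *XX* beyond both controls: 45 were higher in *dsxF*-/- *XX* than in both *dsxF*+/+ *XX* and *dsxF*+/+ *XY* by edgeR (median fold 2.67 and 4.03), and 21 were lower than in both (median fold 2.85 and 3.13). Of 100 splits of the 9 libraries into 3 groups, where the largest count over the orders of the groups was taken for each other split, 5 gave a count above both as large (highest other 256) and 7 gave a count below both as large (highest other 369), a comparison that favours the other splits and does not settle whether chance can be excluded. Scored in the same way, the real split gave 778 and 689, above every other split drawn. However, 778 is the count higher in *dsxF*+/+ *XX* than in both other groups, and 689 the count lower in *dsxF*+/+ *XY* than in both. Neither bears on *dsxF*-/- *XX* beyond both controls. For these transcripts, a difference in background between the G3 controls and the mutant strain cannot be told apart from the mutation. The 45 became 22 without *dsxF*+/+ *XX* replicate 3 and 19, 19 and 21 without *dsxF*-/- *XX* replicates 1, 2 and 3. The 21 became 9 without *dsxF*+/+ *XX* replicate 3, 12, 13 and 12 without *dsxF*-/- *XX* replicates 1, 2 and 3, and 13 and 11 without *dsxF*+/+ *XY* replicates 2 and 3.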

How the results depend on the processing

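The setting without replicate 2 of both controls, and the scoring of all splits by their largest count, were chosen after seeing the data. Of the values compared between settings, 5723 were taken as the same, with called values keeping direction and side of the threshold and counts within 1.5 times. They include uncalled values that stayed uncalled, whatever their sign. A further 341 were weaker, 139 stronger, 88 moved and 4, all called with all libraries, reversed. Apart from the sums to genes, 0 transcripts called by edgeR with all libraries were called in the opposite direction by another setting. Of the calls among the 82 highlighted transcripts of Table S3, 43 of 68 in M*v*F, 19 of 37 in I*v*F and 4 of 7 in M*v*I held in every fit that tested the transcript. Counts are for M*v*F, I*v*F, M*v*I, or the patterns of full, partial or no recovery or a call in M*v*F alone. Except where stated, the cause was not tested. With DESeq2 the counts were 857 higher and 1458 lower (I*v*F), 351 higher (M*v*I), 602 full, 89 partial, 167 none, and 77 above and 49 below both controls. DESeq2 with only the groups compared gave 1397 lower (I*v*F), 462 higher (M*v*I), 109 partial, 203 none, and 85 above and 40 below both. edgeR with only the groups compared, which has fewer libraries, gave 961 higher (M*v*F), 565 in M*v*F alone and 12 below both. An adjusted p under 0.01, a stricter threshold, gave 601 higher and 1399 lower (M*v*F), 182 and 207 (I*v*F), 46 and 307 (M*v*I), 143 full, 12 partial, 25 none, 420 in M*v*F alone, 14 above and 4 below both, and 1602 with any difference. Of the transcripts lower in M*v*F, those also lower in I*v*F, in I*v*F and M*v*I, and in M*v*I alone numbered 147, 52 and 226 at 0.01, and with DESeq2 and only the groups compared 492 were lower in all 3 comparisons and 669 in M*v*F alone. Without replicate 2 of both controls, I*v*F had 1362 higher and 1460 lower, with 1070 full and 603 in M*v*F alone. With a replicate block, M*v*F had 1502 higher and 2124 lower, I*v*F 399 and 584, and M*v*I 120 and 619, with 178 lower in all 3 comparisons, although libraries with the same number did not go together (2 of 9 pairs with r above 0.1, r −0.28 to 0.45; 2 of 9 libraries correlated best with their own number). With the runs of sample-sheet numbers as a block the counts were 1669 and 2244 (M*v*F), 481 and 697 (I*v*F) and 152 and 637 (M*v*I). There 4 of 9 pairs had r above 0.1 and 7 of 9 libraries correlated best with their own set. Named calls that did not pass with this block were AGAP000575-RA and AGAP005943-RA (M*v*F), AGAP008854-RA, AGAP000187-RA, AGAP003709-RC and AGAP000986-RA (I*v*F) and AGAP005251-RA (M*v*I). In M*v*F, AGAP001562-RA, AGAP004222-RA, AGAP004403-RA, AGAP006825-RA and AGAP011138-RB passed with this block and not without it, as did AGAP001562-RA, AGAP002886-RA and AGAP009568-RA in I*v*F and AGAP006629-RA in M*v*I, and no other named call changed. Named calls that ended with limma-voom were AGAP003709-RC, AGAP005943-RA, AGAP008275-RA and AGAP013481-RC in M*v*F; AGAP003709-RC, AGAP005599.R502 and AGAP013481-RC in I*v*F. Those that ended with edgeR and only the groups compared were AGAP000159-RA, AGAP000575-RA, AGAP002143-RA, AGAP002334-RA, AGAP002824-RA, AGAP006283-RB, AGAP006887-RA, AGAP008275-RA and AGAP010486-RA in M*v*F; AGAP000187-RA, AGAP000986-RA, AGAP005599.R502, AGAP008854-RA, AGAP010165-RA, AGAP011138-RA and AGAP013481-RC in I*v*F. Those that ended with no filter on low counts were AGAP000575-RA, AGAP002334-RA, AGAP008275-RA and AGAP010486-RA in M*v*F; AGAP000187-RA, AGAP000986-RA and AGAP010971-RA in I*v*F. With each library left out in turn, where fewer samples enter the fit, the ranges were 806 to 2211 higher in M*v*F (2211 and 806 without *dsxF*+/+ *XX* replicates 2 and 3 and 968 and 905 without *dsxF*+/+ *XY* replicates 2 and 3), 223 to 914 higher (335, 914 and 224 without *dsxF*+/+ *XX* replicates 1, 2 and 3 and 223, 300 and 244 without *dsxF*-/- *XX* replicates 1, 2 and 3) and 244 to 1081 lower (530 and 350 without *dsxF*+/+ *XX* replicates 1 and 3 and 244, 460 and 301 without *dsxF*-/- *XX* replicates 1, 2 and 3) in I*v*F, 65 to 187 higher (77, 66 and 65 without *dsxF*-/- *XX* replicates 1, 2 and 3 and 87 and 74 without *dsxF*+/+ *XY* replicates 2 and 3) and 436 to 776 lower (436 without *dsxF*-/- *XX* replicate 2 and 498 without *dsxF*+/+ *XY* replicate 3) in M*v*I, 167 to 781 full (244, 781 and 167 without *dsxF*+/+ *XX* replicates 1, 2 and 3 and 184, 249 and 202 without *dsxF*-/- *XX* replicates 1, 2 and 3), 13 to 52 partial (23 without *dsxF*+/+ *XX* replicate 3, 15, 13 and 14 without *dsxF*-/- *XX* replicates 1, 2 and 3 and 23 and 16 without *dsxF*+/+ *XY* replicates 1 and 3), 34 to 93 none (41, 34 and 35 without *dsxF*-/- *XX* replicates 1, 2 and 3 and 43 and 39 without *dsxF*+/+ *XY* replicates 2 and 3), 490 to 1283 in M*v*F alone (555 without *dsxF*+/+ *XX* replicate 3 and 490 and 577 without *dsxF*+/+ *XY* replicates 2 and 3), 19 to 42 above both (22 without *dsxF*+/+ *XX* replicate 3 and 19, 19 and 21 without *dsxF*-/- *XX* replicates 1, 2 and 3) and 9 to 22 below both (9 without *dsxF*+/+ *XX* replicate 3, 12, 13 and 12 without *dsxF*-/- *XX* replicates 1, 2 and 3 and 13 and 11 without *dsxF*+/+ *XY* replicates 2 and 3). The M*v*I median of *s*_*632*_ was 0.16 to 0.21. For the tubulin list in M*v*I the camera adjusted p was 0.00729 to 0.151 with a library left out (0.0535 without *dsxF*-/- *XX* replicate 2 and 0.151 without *dsxF*+/+ *XY* replicate 2), 0.0738 with DESeq2, 0.0836 with DESeq2 and only the groups compared, 0.0516 with no filter on low counts, 0.0673 with at least 10 counts in every library, 0.0305 against a threshold of 0.01, and 0.480 with an estimated correlation. With an estimated correlation it was 0.234 for tubulins and 0.135 for dyneins in M*v*F and 0.225 for tubulins in I*v*F. Summed to genes, the log2 fold change reversed for AGAP001281-RB (−1.12, M*v*F), AGAP011138-RA (0.35 in M*v*F and 0.13 in I*v*F) and AGAP000080.R648 (−0.88, M*v*I), where other transcripts of the gene enter the sum.

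For 100 splits of the 9 libraries into 3 groups, the largest count over the orders of the groups was taken for each other split. With the real split included, 1 gave as many full recovery transcripts as the real 394 (highest other 369). In the same way, 1 gave as many partial (39, 0), 2 as many called in M*v*F alone (941, 963) and 1 as many with any difference (3070, 983). These shares lie under 0.05, which argues against chance for a difference among the groups. The other splits mix the groups, so any real difference between groups lowers their counts. The shares for full and partial recovery therefore cannot show that these patterns themselves are beyond chance. For the calls in M*v*F alone another split gave more than the real one, so chance is not excluded there. Only 100 of the 280 possible splits were drawn. For no recovery 5 gave as many as the real 76 (highest other 256), a comparison that favours the other splits and does not settle whether chance can be excluded. Scored in the same way the real split gave 777, which comes from another order of the groups and is not the no recovery pattern of *dsxF*-/- *XX*. The 10 splits of a pair of groups are too few for a share under 0.05. The real split alone (1 of 10) gave as many called transcripts in each comparison and direction (highest other 0) and as many called lists in M*v*F (12, highest other 11) and I*v*F (11, highest other 8), and 2 splits gave as many in M*v*I (7, highest other 8).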

Differences from the paper's values

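Both the paper and the values here use an adjusted p under 0.05. For full recovery the count was 394, against the paper's 632. Of the alternatives set before the data were examined, DESeq2 (602), DESeq2 with only the groups compared (476), limma-voom (440) and the fit without *dsxF*+/+ *XX* replicate 2 (781) fall within 1.5 times of the paper's count, and the others do not. For no recovery the count was 76, against the paper's 172, and DESeq2 (167) and DESeq2 with only the groups compared (203) fall within 1.5 times, whereas the others do not. For partial recovery the count was 39, against the paper's 89, and DESeq2 (89) and DESeq2 with only the groups compared (109) fall within 1.5 times, whereas the others do not. The paper's methods name DESeq2.

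Among transcripts higher in females, 499 were lower in M*v*F and I*v*F without a call in M*v*I, against the paper's count of about 770 in Fig. S5A, read by eye. DESeq2 (755), DESeq2 with only the groups compared (731), edgeR with only the groups compared (602), limma-voom (695), DESeq2 size factors (515), at least 10 counts in every library (549), transcripts summed to genes (553) and the fits without *dsxF*+/+ *XX* replicate 2 (616) or *dsxF*+/+ *XY* replicate 2 (690) fall within 1.5 times, and the others do not. For those lower in all 3 comparisons the count was 278, against the paper's count of about 510 in Fig. S5A, read by eye, and DESeq2 (508), DESeq2 with only the groups compared (492) and transcripts summed to genes (350) fall within 1.5 times, whereas the others do not.

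The paper gives all 82 highlighted transcripts as higher in *dsxF*+/+ *XY* than in *dsxF*+/+ *XX*, and 68 of them were called here. Of the others, 2 were not tested and 12 did not pass, and DESeq2 called all of them. Some of the 12 also passed by DESeq2 with only the groups compared, by limma-voom, summed to genes, with either block, or without *dsxF*+/+ *XX* replicate 2 or 3, *dsxF*-/- *XX* replicate 2 or *dsxF*+/+ *XY* replicate 1. The paper gives those of *s*_*632*_ and *s*_*89*_ as higher in *dsxF*-/- *XX* than in *dsxF*+/+ *XX*; 37 were called here and 13 were not, all of which DESeq2 called. Some of the 13 also passed by DESeq2 with only the groups compared, by limma-voom, summed to genes, with either block, or without *dsxF*+/+ *XX* replicate 1 or 2 or *dsxF*+/+ *XY* replicate 2. Of those of *s*_*172*_ and *s*_*89*_, which the paper gives as higher in *dsxF*+/+ *XY* than in *dsxF*-/- *XX*, 6 were called here and 11 by DESeq2; some of the rest also passed by either tool with only the groups compared, summed to genes, with the sample-sheet block, or without *dsxF*+/+ *XX* replicate 1 or 2 or *dsxF*+/+ *XY* replicate 3. The paper gives *s*_*632*_ as not differentially expressed between *dsxF*+/+ *XY* and *dsxF*-/- *XX*, whereas 3 of its transcripts, tektin-2 (AGAP008275-RA) among them, were lower in *dsxF*+/+ *XY* here (10 by DESeq2). The call of tektin-2 ended without *dsxF*-/- *XX* replicate 3 and without *dsxF*+/+ *XY* replicate 3 (adjusted p = 0.0505 and 0.0532 from edgeR). It lists AGAP003709-RA and AGAP01138-RA, read here as AGAP011138-RA, among transcripts higher in male pedicels and testes than in *dsxF*+/+ *XX* pedicels; in M*v*F AGAP003709-RA had a log2 fold change of −0.23 here, with either sign in the other settings, and passed in none that tested it, and AGAP011138-RA fell by 1.62 and was above 0 only when summed to genes (0.35). The means in Table S3 match the deposited counts divided by DESeq2 size factors (median difference 0.0404%, at most 2.23%, over 224 means of at least 20).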

Other observations

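The tests of a less complete shift and of a batch shared by replicate number, and the fits without the second library of both controls, were chosen only after the result was seen.

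AGAP008139-RA, which has no name in the sources used here, averaged 339 ± 57.4 normalized counts (SD, n = 3) in *dsxF*-/- *XX* and 10.7 ± 3.52 in *dsxF*+/+ *XY* and was at 0 in every *dsxF*+/+ *XX* library. AGAP007280-RA averaged 292 ± 48.1 in *dsxF*-/- *XX*, 7.93 ± 4.17 in *dsxF*+/+ *XX* and 15.9 ± 3.45 in *dsxF*+/+ *XY*. In the other direction, AGAP005054-RB was at 0 in every *dsxF*-/- *XX* library and averaged 74.6 ± 21.8 in *dsxF*+/+ *XX* and 76.9 ± 26.2 in *dsxF*+/+ *XY*, and AGAP012837-RA averaged 0.322 ± 0.558 in *dsxF*-/- *XX*, 61.8 ± 27.8 in *dsxF*+/+ *XX* and 67.8 ± 13.6 in *dsxF*+/+ *XY*. They were chosen after their values were seen.

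The 10 transcripts that Table S4 lists for synapse in *s*_*172*_ included 8 that rose in M*v*F and 3 that rose in M*v*I by edgeR, with median log2 fold changes of 1.43 and 1.13 and 0.22 in I*v*F. Of 9 for small GTPase-mediated signal transduction, 7 rose in M*v*F and 4 in M*v*I (medians 1.23 and 0.99). The paper chose these transcripts on these libraries, so the counts are not independent evidence of direction.

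More transcripts were lower (754) than higher (161) in *dsxF*+/+ *XY* against *dsxF*-/- *XX*, a ratio of 4.68 that lay between 2.38 (DESeq2 with only the groups compared) and 8.42 (without *dsxF*-/- *XX* replicate 3) in the other fits; the higher count was 77, 66 and 65 without *dsxF*-/- *XX* replicates 1, 2 and 3 and 87 and 74 without *dsxF*+/+ *XY* replicates 2 and 3, and the lower count 436 without *dsxF*-/- *XX* replicate 2 and 498 without *dsxF*+/+ *XY* replicate 3. Among all M*v*F calls, 30.8% of those higher in *dsxF*+/+ *XX* and 7.91% of those higher in *dsxF*+/+ *XY* passed in M*v*I. Among 1125 pairs matched on the size and error of their M*v*F change, the shares were 19.8% and 9.24%. This narrower gap of 10.6 points (7.94 to 11.2 with each library left out) argues against larger fold changes as the whole cause, but not as a part of it. The error of the M*v*I change was not matched. The ratio was 5.17 without the second library of both controls, which argues against those libraries; it was 4.62 with DESeq2 size factors, but these moved *dsxF*+/+ *XY* against *dsxF*-/- *XX* by a log2 of only 0.00751, so normalization stays open. A less complete shift of the transcripts higher in *dsxF*+/+ *XX* may account for it, but the shift of *dsxF*-/- *XX* was larger for transcripts higher in *dsxF*+/+ *XY* in 7 of 9 combinations of held-out controls and not where *dsxF*+/+ *XX* replicate 2 was held out with *dsxF*+/+ *XY* replicate 2 or 3, so this stays open. So does the rearing, since *dsxF*+/+ pupae were separated by sex and *dsxF*-/- pupae were not. A difference in background between the G3 controls and the mutant strain also stays open.

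The second libraries of *dsxF*+/+ *XX* and *dsxF*+/+ *XY* deviated from their groups together (r = 0.452 across transcripts, which are not independent replicates). A batch of all 3 groups by replicate number or sample-sheet set would include the second *dsxF*-/- *XX* library. That library correlated with them at −0.146 and −0.0625, which argues against such a batch. The first *dsxF*-/- *XX* library, with another replicate number and sample-sheet set, did deviate with both. Its r was 0.326 with *dsxF*+/+ *XX* replicate 2 and 0.267 with *dsxF*+/+ *XY* replicate 2. The correlation between the second libraries of *dsxF*+/+ *XX* and *dsxF*+/+ *XY* was 0.442 with every library thinned to the lowest total, which argues against depth. It was 0.452 without the 100 most abundant transcripts, which are too few to move it. These 100 took 24.5% and 26.4% of the counts in those libraries, against 23.5% to 35.0% in the others. This argues against a few transcripts taking most of the counts there. The other pairs of *dsxF*+/+ *XX* and *dsxF*+/+ *XY* libraries of a sample-sheet set also deviated together (r = 0.233 for *dsxF*+/+ *XX* replicate 1 with *dsxF*+/+ *XY* replicate 3 and 0.213 for *dsxF*+/+ *XX* replicate 3 with *dsxF*+/+ *XY* replicate 1), as did *dsxF*-/- *XX* replicate 3 with *dsxF*+/+ *XY* replicate 1 (0.217), and 7 of 9 libraries correlated best with their own set. A batch by sample-sheet set that the *dsxF*-/- *XX* libraries share only in part therefore stays open, and no biological explanation was tested.

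In 37 of 1313 genes with 2 or more tested transcripts (2.82%), transcripts of 1 gene changed in opposite directions in M*v*F, among them the potassium channel gene AGAP001281 and the calcium channel gene AGAP008028. With 1 *dsxF*+/+ *XX* library held out of the choice, the *dsxF*-/- *XX* libraries had shifted towards *dsxF*+/+ *XY* for 96.4%, 94.3% and 90.5% of the genes, which argues against a random division of the counts. The M*v*F fold changes compare *dsxF*+/+ *XY* with *dsxF*+/+ *XX*, so the shift of *dsxF*-/- *XX* (lowest share 90.5%) does not explain their opposite directions, and the cause stays open. A bias of the estimation that follows a difference in sequence or coverage between groups was not tested and stays open.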
